# *Escherichia coli *infection induces distinct local and systemic transcriptome responses in the mammary gland

**DOI:** 10.1186/1471-2164-11-138

**Published:** 2010-02-25

**Authors:** Simone Mitterhuemer, Wolfram Petzl, Stefan Krebs, Daniel Mehne, Andrea Klanner, Eckhard Wolf, Holm Zerbe, Helmut Blum

## Abstract

**Background:**

Coliform bacteria are the most common etiologic agents in severe mastitis of cows. *Escherichia coli *infections are mostly restricted to a single udder quarter whereas neighboring quarters stay clinically inapparent, implicating the presence of a systemic defense reaction. To address its underlying mechanism, we performed a transcriptome study of mammary tissue from udder quarters inoculated with *E. coli *(6 h and 24 h post infection), from neighboring quarters of the same animals, and from untreated control animals.

**Results:**

After 6 h 13 probe sets of differentially expressed genes (DEG) were detected in infected quarters versus control animals. Eighteen hours later 2154 and 476 DEG were found in infected and in neighboring quarters vs. control animals. Cluster analysis revealed DEG found only in infected quarters (local response) and DEG detected in both infected and neighboring quarters (systemic response). The first group includes genes mainly involved in immune response and inflammation, while the systemic reaction comprises antigen processing and presentation, cytokines, protein degradation and apoptosis. Enhanced expression of antimicrobial genes (*S100A8*, *S100A9*, *S100A12*, *CXCL2*, *GNLY*), acute phase genes (*LBP*, *SAA3*, *CP*, *BF, C6*, *C4BPA*, *IF*), and indicators of oxidative stress (*GPX3*, *MT1A*, *MT2A*, *SOD2*) point to an active defense reaction in infected and neighboring healthy quarters. Its early onset is indicated by increased transcription of *NFIL3 *at 6 h. NFIL3 is a predicted regulator of many genes of the systemic response at 24 h. The significance of our transcriptome study was evidenced by some recent findings with candidate gene based approaches.

**Conclusions:**

The discovery and holistic analysis of an extensive systemic reaction in the mammary gland significantly expands the knowledge of host-pathogen interactions in mastitis which may be relevant for the development of novel therapies and for genetic selection towards mastitis resistance.

## Background

Udder infections cause considerable economic losses to the dairy industry [1] and often lead to culling of affected animals [2]. Due to the economic importance of mastitis and the health risk for consumers, large efforts have been made to identify factors involved in the susceptibility of dairy cows to infections of the mammary gland [3,4] which occur most frequently at parturition [5]. In that period, infections with *E. coli *often cause severe clinical symptoms [6,7] accompanied by reduction in milk yield, altered milk composition and extensive damage of mammary tissue [8]. *E. coli *infection predominantly affects a single udder quarter [9]. The other quarters are clinically asymptomatic and are considered to be healthy. Nevertheless, there are indications that neighboring apparently healthy udder quarters are infected without showing clinical changes. Epidemiological studies revealed, that the identical environmental strain of *E. coli *can cause recurrent mastitis, but in different udder quarters relative to the one infected first [10]. This phenomenon was attributed to initial infection of multiple quarters, each at a different level and with variations in lesion development [10].

The symptoms of a defined experimental mastitis vary between different animals from mild to lethal. Interestingly, the severity of clinical response seems to be relatively characteristic and constant for a given animal, as shown by repeated infection studies [11]. The most prominent early response of the mammary gland is a dramatic increase in somatic cell numbers in milk occurring after infusion of *E. coli *[12] or its lipopolysaccharide [13] solely in the infected udder quarter. Moreover the infection provokes systemic effects as e.g. evidenced by fever, increased level of TNF-alpha in blood [14] or enhanced expression of several genes like haptoglobin in neighboring quarters [15]. In addition, a systemic reaction is evidenced by altered gene expression in distant organs as shown for liver after infusion of lipopolysaccharide into the mammary gland [16]. Surprisingly, experimental infection of a second healthy udder quarter twelve hours after the primary infection does not change the somatic cell count in this quarter, while the increase in somatic cell numbers in the first infected quarter continues [12,17].

These observations favor the concept, that infection with *E. coli *provokes two distinct types of response to the pathogen. The first comprises locally restricted reactions with acute symptoms and inflammation of the infected udder quarter. The second occurs in infected as well as in neighboring healthy udder quarters and furthermore influences even distant organs as shown for liver [16]. This systemic response may impair progression of subsequent infections of neighboring mammary quarters [12,17]. The interplay of both local and systemic reactions may finally determine the course of infection in an individual animal. The elucidation of the underlying mechanisms may help to improve mastitis resistance of livestock populations by selective breeding and reveal new ways to treat infections with *E. coli*. Here we present a transcriptome profiling approach to study the impact of an experimental *E. coli *infection on spatial gene expression profiles of the bovine mammary gland and to distinguish between local and systemic effects. The experimental system comprises dairy cows with defined lactation and immune status as hosts and *E. coli *1303 as pathogen. Microarray analyses of mammary gland tissue were performed in the early (6 h) and the late (24 h) phase of experimental infection. Udder tissue from healthy, untreated cows served as control for the discrimination between local and systemic effects in infected animals. We found, that infection of a single udder quarter with *E. coli *1303 induced substantial transcriptome changes both in the infected and in the neighboring udder quarters with more than two thousand differentially expressed genes. Cluster analyses of DEG revealed that two different reactions took place. The first was locally restricted to the infected quarter whereas the second occurred systemically in infected as well as in their neighboring noninfected quarters. Both reactions were characterized by gene ontology analyses and by searching of putative regulatory elements in the promoter regions of the DEG. Our results offer reasonable hypotheses why, after initial infection of one udder quarter, massive expansion of the bacteria in neighboring quarters is suppressed.

## Results

### Establishment of intramammary infection

Prior to infection, the udder secretions of all animals had repeatedly been tested negative for major and minor mastitis pathogens. Following administration of 500 cfu of *E. coli *1303 to a single udder quarter and the same volume of physiological saline into a neighboring quarter of each of five cows (Figure 1), all inoculated animals suffered from acute mastitis and showed a strong cellular response. Major clinical symptoms, such as udder swelling and elevated counts of somatic cells in milk, were restricted to pathogen-inoculated udder quarters (Figure 2A). All milk samples from the inoculated quarters were positive for *E. coli *bacteria whereas neighboring quarters and all quarters of control animals remained bacteriologically negative during the observation period.

**Figure 1:**
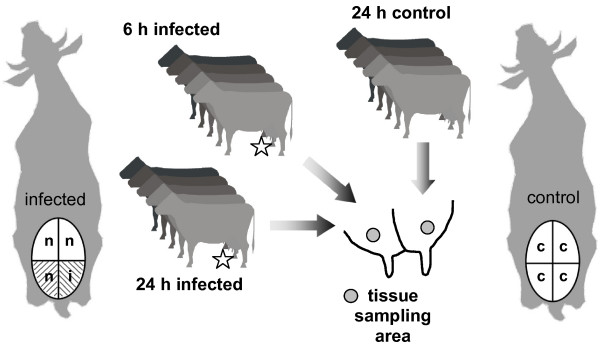
**Experimental setup of infection with *E. coli *1303**. During estrus, 10 synchronized dairy cows were infected on one quarter with *E. coli *1303 (star, i) in saline solution (shaded). One of the neighboring quarters (n) was treated with sterile saline solution (shaded). Five synchronized healthy animals were slaughtered 24 h after onset of estrus and served as external control (c). Tissue samples were collected from marked areas of the bovine udder.

**Figure 2:**
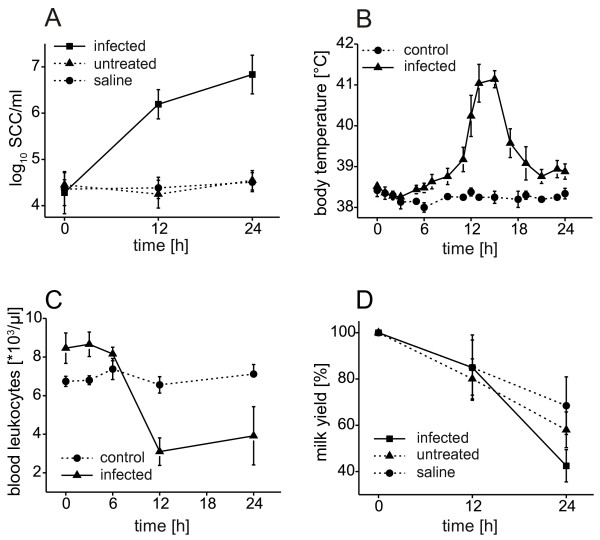
**Results of clinical and paraclinical findings**. Time course of A: somatic cell count in the milk of infected and neighboring noninfected udder quarters; B: rectal body temperature; and C: leukocyte counts in blood of infected and healthy control animals. D: milk yield of infected and neighboring noninfected (untreated or saline treated) udder quarters. The data shown are mean values and their corresponding standard errors and do not include values from animals of the 6 h infection group.

### Body temperature, milk yield, differential blood cell counts

All infected cows developed fever (>39.2°C) within the first 14 h after infection with maximal values (41.1 ± 0.2°C) between 15 h and 18 h after inoculation (Figure 2B). This was accompanied by significant leukopenia, reaching minimal blood leukocyte counts 12 h after pathogen inoculation (Figure 2C). Milk yield dropped progressively within the 24-h period after infection (Figure 2D), with a stronger decrease in infected quarters than in neighboring quarters. In infected quarters the number of somatic cells in milk increased starting between 6 and 12 h after infection (Figure 2A). In mock inoculated and untreated neighboring udder quarters of infected animals no significant increase in the number of somatic cells was observed.

### Microarray analysis

Mammary tissue samples were used to generate four sets of transcriptome profiles from: i) inoculated quarters 6 h post infection; ii) inoculated quarters 24 h post infection; iii) noninfected quarters neighboring the inoculated quarters 24 h post infection; and iv) quarters of untreated healthy control animals. 

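Of these sets, the transcriptome profiles of inoculated glands 6 h post infection and of glands of untreated control animals were examined, a gland being 1 of the separately drained parts of the udder, with 5 Affymetrix Bovine Genome Arrays per group and 1 cow per array. The infected glands had received 500 cfu of the E. coli strain, and the control cows were slaughtered 24 h after the onset of estrus, so that the groups also differ in the time since estrus. According to Additional File 1 the control samples 1, 2 and 4 were pools of 2 glands. The deposited values are log2 signals that the authors summarized and normalized with RMA, a method that corrects the background, equalizes the distributions of the arrays and combines the probes of a probe set. The correlation between any pair of the 10 arrays was at least 0.980. The authors' filter for MAS5 present calls is not contained in the deposited values and was not repeated, so that all 24016 probe sets other than the Affymetrix controls were tested. Of these, 13292 carried a single gene symbol in the platform annotation, 86 carried several and 10033 were named from no source. A further 605 were named from the first 1998 of the 2642 rows of Additional File 2. Differentially expressed genes (DEG) were called at more than 2-fold change and a false discovery rate of 0.10, the thresholds of the paper for 6 h, by SAM, which the paper used for this time point, and by limma. For a gene with several probe sets the probe set with the highest mean over all arrays stands for it. With 5 arrays against 5 an exact permutation test of a single gene has 252 relabellings and cannot give a two-sided p below 0.00794.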

Samples of sets iii and iv were generated by combining tissues of two udder quarters from each cow in order to equalize potential quarter specific effects. Based on somatic cell counts there was no indication for a different behavior of mock inoculated and untreated udder quarters of infected cows. Therefore tissues of two quarters with the lowest somatic cell counts were combined (see Additional File 1) provided their cell counts did not differ by more than 10.000 per ml. Otherwise tissue from the udder quarter with the lowest cell count was used. Thus four samples of set iii were pooled from one mock inoculated and one untreated udder quarter. The fifth sample (sample ID n24h-4) was derived from tissue of a single untreated quarter since the noninfected udder quarters of this cow differed in somatic cells counts.

The impact of the *E. coli *infection on gene expression was estimated by hierarchical clustering of the transcriptome profiles (Figure 3). The heatmap obtained with the transcriptome profiles 6 h after inoculation showed a uniform coloration with no separation of healthy controls and infected samples (Figure 3A). This indicated that the gene expression of the mammary tissue was only marginally affected in the early stage of infection. 

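Infected glands at 6 h differed among each other about as much as they differed from the control animals. The mean Euclidean distance over all probe sets was 51.0 ± 5.61 (SD, 10 pairs) between infected glands, 47.9 ± 4.89 (SD, 10 pairs) between controls and 51.3 ± 5.35 (SD, 25 pairs) between an infected gland and a control. The distance between the groups exceeded that within them by 1.78, which an exact one-sided permutation test over all splits of the arrays into 5 and 5 did not separate from chance (p = 0.0952). In the tree with average linkage the smaller branch held 2 infected glands (replicates 1 and 3) and 2 controls (replicates 4 and 5), the larger branch the other 6 arrays. The first principal component, 24.9% of the variance, followed these branches and not the infection (exact permutation test, two-sided, p = 0.778). On the second principal component, 16.8% of the variance, all 5 infected glands lay on the same side of all 5 controls (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 arrays against 5 allow, and 0.0714 after Benjamini-Hochberg adjustment over 9 components).

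**Figure D1:**
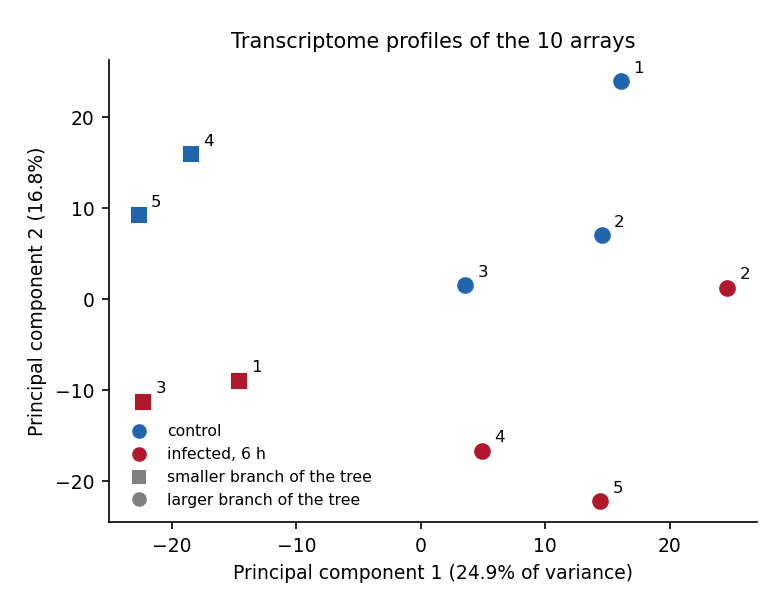
Scores of the 10 arrays on the first (x axis) and second (y axis) principal component of the log2 values of all probe sets, with controls in blue and infected glands at 6 h in red and the replicate number beside each point. Squares are arrays of the smaller and circles arrays of the larger branch of the average-linkage tree. The infected glands lie between -22.2 and 1.26 and the controls between 1.55 and 24.0 on the second component.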

The same comparison 24 h after infection with *E. coli *resulted in a sharp separation of the infected and the control group (Figure 3B) and a distinct blue-red coloration indicated substantial transcriptome changes. At the same time point, the effect of *E. coli *on transcriptome changes in neighboring noninfected udder quarters was less pronounced (Figure 3C). Compared with Figure 3B, the length of the vertical branch between the two principal groups is considerable lower, indicating a less pronounced difference of the expression profiles.

**Figure 3:**
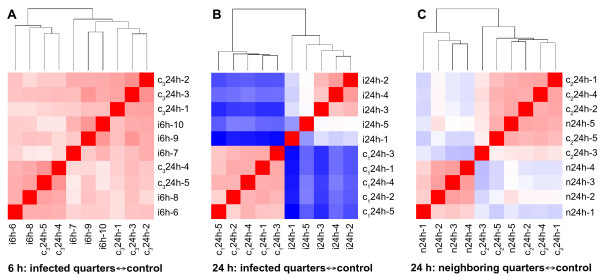
**Hierarchical clustering of transcriptome profiles after experimental infection with *E. coli***. Tissues of udder quarters of five healthy untreated cows (c24h-1 to 5) were used to generate three replicates of expression profiles as controls for three separate comparisons. A: Replicate 1 (c_1_24h-1 to 5) was compared to patterns of infected udder quarters 6 h after inoculation with *E. coli *1303 (i6h-6 to 10). B: Replicate 2 (c_2_24h-1 to 5) was compared to patterns of infected udder quarters 24 h after inoculation (i24h-1 to 5). C: Replicate 3 (c_3_24h-1 to 5) was compared to patterns of noninfected quarters of infected cows 24 h after infection (n24h-1 to 5). Samples for n24h-1, 2, 3 and 5 were pooled from one mock inoculated and one untreated udder quarter, while n24h-4 was derived from tissue of a single untreated quarter. The degree of similarity of their expression patterns is shown as a heatmap of the distance matrix (red: more similar, blue: less similar). The trees depict the pair wise relations with branch lengths proportional to the degree of similarity.

Nevertheless two almost perfectly separated groups were obtained: three of four noninfected samples pooled from one mock inoculated and one untreated udder quarter (n24h-1, -2, -3) clustered together with the sample derived from a single untreated quarter (n24-4), while the fourth pooled sample (n24h-5) was placed into the well-separated control group.

DEG (see Additional File 2) were identified by comparison of transcriptome profiles of infected and neighboring quarters with the profiles of the control animals. The highest number of DEG was found 24 h post infection in infected quarters (2154 at 0.01 fdr), followed by 476 (0.01 fdr) in their neighboring noninfected quarters and only 13 (0.1 fdr) in infected quarters at 6 h after inoculation. 

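Few genes rose in infected glands at 6 h, and the largest rise among those called was that of PTX3, a soluble pattern recognition protein of innate immunity. By SAM, 6 probe sets of 5 genes passed both thresholds, all of them higher in infected glands, and by limma 1 did. PTX3 reached a log2 signal of 8.73 ± 1.08 (SD, n = 5) against 5.97 ± 0.83 (SD, n = 5) in controls, 6.78-fold, with a SAM q of 0 and an adjusted p of 0.296 from limma. NRG1, a growth factor that binds ERBB receptors, was 3.53-fold higher (SAM q = 0, limma adjusted p = 0.296). TRIB3, a pseudokinase induced by cellular stress, was 2.70-fold higher (SAM q = 0.0696). KLF5, a zinc finger transcription factor of epithelia, passed in both tools: log2 signals were 6.26 ± 0.34 (SD, n = 5) and 4.94 ± 0.23 (SD, n = 5), a log2 fold change of 1.33 (standard error 0.16, adjusted p = 0.0776 from limma), and its other probe set had a log2 fold change of 1.38. For PTX3, NRG1, TRIB3 and KLF5 every infected gland lay above every control. Below the 2-fold threshold SAM also called RNF145, an ubiquitin ligase of the endoplasmic reticulum (1.61-fold), SLC1A5, a transporter of glutamine (1.66-fold), ZFP36, which promotes decay of cytokine mRNA (1.47-fold), EPB41 (1.36-fold) and COX10 (1.32-fold). With both NFIL3 probe sets, 3 probe sets without a name and WDR59, TASP1 and EIF1, which are named only after their values were seen, 19 probe sets had a q under 0.10. With all 10 arrays and all probe sets no probe set was called lower by either tool. SAM called 3 lower without the lowest 0.5 of the probe sets by mean, 2 with the array median subtracted, 3 without infected replicate 1, 3 without infected replicate 2, 2 without control replicate 3 and 1 without infected replicate 4, ASXL1 being among them in all of these but the last. Limma called 1 lower and none higher without infected replicate 2, and 1 lower and 4 higher with the branch of the sample tree as a covariate. The named genes with the most negative moderated t statistic, none of which passed with all arrays and probe sets, were ASXL1, a chromatin regulator (log2 fold change -1.31, adjusted p = 0.296 from limma), HSPA2 (-0.48), LMAN1L (-0.59), SAP130 (-0.44), TGM2, a transglutaminase (-0.63), KPNA3 (-0.33), MAGED1 (-0.48), KIAA0182 (-0.67), TBC1D24 (-0.51) and AKAP5 (-0.71). At an unadjusted limma p under 0.05 there were 895 higher and 956 lower probe sets, 1851 together. A share of 0.05 of the probe sets tested is 1201, and 11 of 100 splits of the arrays into 5 and 5, the real one included, gave 1851 or more, so that chance cannot be excluded. Single arrays moved these counts: SAM called 1 probe set without control replicate 4, 2 without infected replicate 5 or control replicate 5, 10 without infected replicate 1 and 23 without infected replicate 3, and limma 0 without control replicate 1, 3, 4 or 5, 2 without infected replicate 1 and 3 without infected replicate 3. Without single arrays PTX3 was not called by SAM when infected replicate 5 (q = 0.109), control replicate 4 (0.15) or control replicate 5 (0.108) was left out, and NRG1 without control replicate 4 (0.15) or 5 (0.108). TRIB3 was not called without infected replicate 2 (0.106), 4 (0.105) or 5 (0.21) or control replicate 1 (0.17), 2 (0.138), 3 (0.153), 4 (0.21) or 5 (0.13). The log2 fold change stayed within 2.42 to 3.13 for PTX3, 1.599 to 2.067 for NRG1 and 1.25 to 1.702 for TRIB3. SAM called KLF5 without any single array, with a log2 fold change of 1.18 to 1.41, and its adjusted p from limma then ranged from 0.0251 to 0.403. The call of KLF5 by limma was lost without infected replicate 2 (adjusted p = 0.139) and without control replicates 1 (0.403), 3 (0.325), 4 (0.308) and 5 (0.326), after quantile normalization (0.109) and with array weights (0.122).

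**Figure D2:**
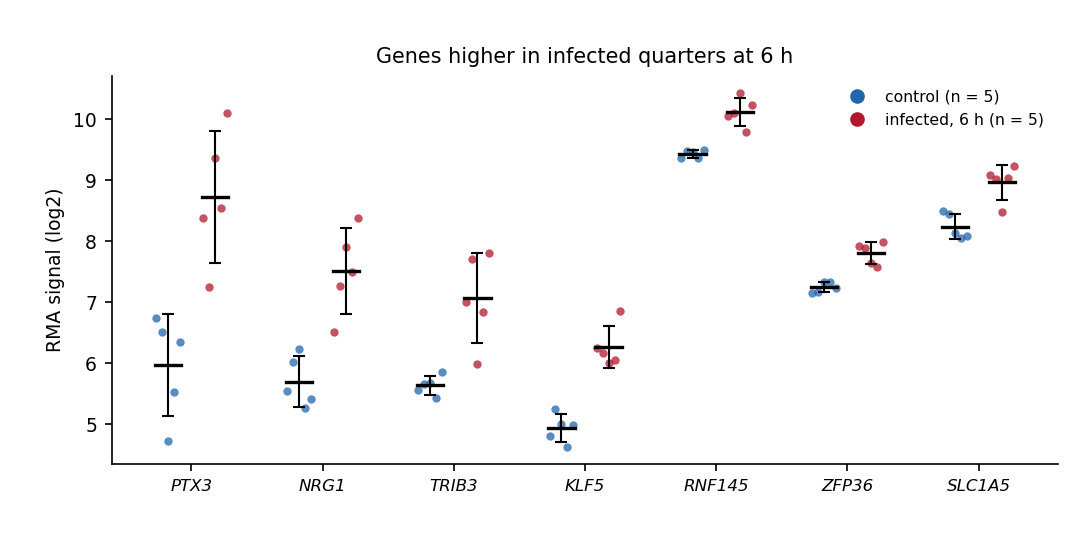
Log2 RMA signal (y axis) of 7 genes in controls (blue) and infected glands at 6 h (red). Points are single arrays, bars mean and SD with n = 5 per group. The groups do not overlap for PTX3, whose controls reach 6.74 while its infected glands start at 7.24.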

Despite the noisy data at 6 h after infection 6 of the DEG were also detected as differentially expressed at 24 h in infected quarters and 2 in neighboring quarters. At 24 h post infection, 294 DEG of the infected udder quarters were found among the DEG of the neighboring noninfected quarters.

This overlap indicates either the existence of a systemic response to a local infection with *E. coli *or a local effect after application of 2 ml PBS in mock inoculated and infected udder quarters. The first reaction should take place in all udder quarters of infected cows, the second however should be absent in their untreated ones.

### Local and systemic responses to *E. coli *revealed by cluster analysis

In order to look for local and systemic responses to *E. coli *infection, all DEG detected in infected quarters (2154) and noninfected neighboring quarters (476) were subjected to self organizing tree algorithm (SOTA) [18] clustering (Figure 4).

**Figure 4:**
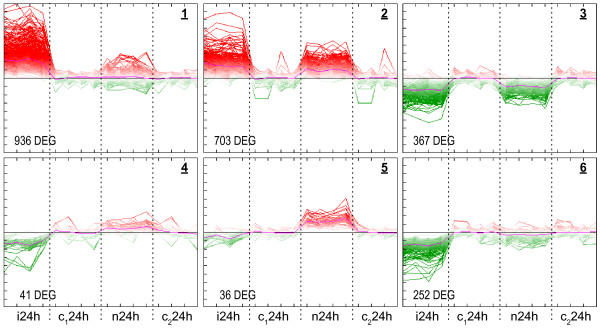
**Cluster analysis separates systemic and local response to infection**. Expression levels of DEG 24 h after *E. coli *infection were converted to log_2 _fold changes relative to the mean of untreated control animals. The four samples labeled with i24h represent i24h-1 to 4 of infected udder quarters. c_1_24h comprises the four samples c24h-1, 2, 4 and 5 derived from udder quarters of untreated controls. The four samples subscripted with n24h were isolated from udder quarters neighboring to the quarters i24h-1 to 4 and the four samples labeled with c_2_24h are replicates of c_1_24h. These technical replicates allow a common representation of the two separately performed analyses of i24h and n24h. Expression values were clustered using the SOTA algorithm with Pearson's correlation metric in the program MeV4.2. Individual probe sets are represented as lines, red coloration indicates up-regulation upon treatment, green down-regulation. Magenta represents the per sample average.

The calculated clusters revealed distinct reactions of the mammary gland in response to inoculation with *E. coli*. The first occurred exclusively in infected quarters (clusters 1 and 6) and comprised the local restricted response of the infected tissue. The second reaction took place both in infected and neighboring noninfected udder quarters (clusters 2 and 3) and pointed to a systemic response of the mammary gland to inoculation with *E. coli *in 2 ml PBS. Another type of reaction was recorded in the clusters 4 and 5. These 78 DGE were found induced specifically in the neighboring quarters, whereas in the infected quarters they were repressed (cluster 4) or unchanged (cluster 5). Their transcription was apparently regulated in a location specific manner. Nevertheless the different transcript levels in infected and neighboring noninfected udder quarters indicated that systemic signals are involved in their regulation.

The extent of apparently systemic gene regulation displayed in clusters 2 und 3 is much greater than the overlap of DEG from infected and neighboring quarters (294 genes). Roughly half of the 2335 genes fall into clusters that showed expression changes in infected as well as in neighboring quarters. This discrepancy is caused by the fact that DEG in infected quarters generally showed higher changes in expression than DEG in neighboring quarters. Due to the fold-change cut-off, genes with low fold-change are not assigned to the DEG but are nevertheless considered by SOTA clustering. Conversely, some genes differentially expressed in infected as well as in neighboring noninfected quarters were clustered by SOTA with the genes expressed locally in infected quarters (Figure 4, cluster 1), most likely because of their much higher induction in infected tissue than in tissue of neighboring quarters (e.g. *S100A9, S100A12, SAA3, SDS, CP*). For interpretation, those DEG, however, were treated as systemically reacting since the differential gene expression was regarded superior to clustering.

Based on annotations of the DEG more detailed analyses were performed. The genes of each cluster were analyzed in search of regulatory elements within their promoter region. Furthermore we identified biological processes involved in the systemic or local response of the mammary gland to the pathogen, which were represented by significantly more genes than expected by random sampling.

Both functional descriptions and transcription factor binding site (TFBS) enrichment analyses showed specific results for the members of the six clusters (Figure 4 and Table 1). Many results were specific for either local or systemic clusters and suggested that this dichotomy is not random but is biologically meaningful.

**Table 1:** Transcription factor binding site enrichment in clusters

Cluster	TFBS	Promoter range [kb]^a^	Gene hits	Z-score^b^	Fisher score^b^
1 (local, 936 DEG)	RELA	-5/5	244	20.45	7.97E-05
	NF-kappaB	-5/5	287	12.30	2.94E-04
	REL	-2/0	206	19.26	4.04E-04
	ELF5	-5/5	530	16.69	5.71E-04
	STAT1	-5/5	119	12.44	5.84E-04
	SRF	-5/5	48	12.10	8.09E-04
	SPIB	-2/2	502	11.23	2.09E-03
	Fos	-5/2	393	10.51	2.90E-03

2 (systemic, 703 DEG)	NFIL3	-2/2	100	12.72	4.53E-03
	TP53	-5/2	3	13.36	3.87E-02
	HLF	-2/2	127	13.06	4.23E-02

3 (systemic, 367 DEG)	FOXD1	-2/2	128	13.09	5.19E-07
	Foxa2	-5/2	158	12.46	2.75E-06
	Fos	-2/2	146	13.04	2.77E-05
	Pdx1	-2/0	156	23.12	3.63E-05
	FOXI1	-2/0	93	14.90	9.69E-05
	SRY	-5/2	192	18.15	1.55E-04
	PBX1	-2/0	29	11.26	1.97E-04
	REL	-2/0	92	10.49	2.57E-04
	Foxd3	-5/2	150	12.46	8.87E-04
	Sox5	-5/2	192	12.63	9.38E-04
	Nkx2-5	-2/2	188	23.31	9.98E-04
	Lhx3	-2/0	81	14.12	1.10E-03
	Prrx2	-2/2	174	20.48	1.91E-03
	NFIL3	-5/2	78	10.24	1.37E-04

4 (systemic, 41 DEG)	PBX1	-2/2	9	10.26	1.89E-03
	STAT1	-5/2	9	12.03	7.36E-03

5 (systemic, 36 DEG)	HNF4A	-2/0	7	10.21	4.44E-02
	NR2F1	-2/0	4	12.14	9.58E-02

6 (local, 252 DEG)	Hand1-Tcfe2a	-2/2	129	10.40	2.31E-07

^a ^range of the considered promoter region in the human ortholog upstream (-) or downstream of the transcription start site (TSS)

^b^ranking metrics for TFBS overrepresentation, Z-score accounts for frequency and Fisher-score for presence/absence of a given TFBS

### Characterization of the local response 24 h after infection

Analysis of the enrichment of functional annotations revealed that the locally up-regulated genes of cluster 1 (Figure 4) have a distinct profile of functions that is not found among the members of the other clusters and that is dominated very prominently by ontology terms related to immune response and inflammation. In addition ontology terms like chemokine/cytokine signaling and diapedesis were among the most prominent. This correlated with our clinical findings of a sharp increase in leukocytes solely in the milk of infected udder quarters. Many genes of this cluster were associated with classical inflammatory events (Figure 5) and TFBS enrichment analysis (Table 1) predicted the classical inflammatory transcription factors NFκB and STAT1 as regulatory elements. Major genes related to fever induction, *IL6 *and *IL1B*, were still up-regulated (16-fold and 4-fold respectively) in infected udder quarters 24 h after infection although the inner body temperature was already declining and approached basal levels at this time point. Furthermore, the majority of observed acute phase genes (e.g. *HP*, *PTX3*, *FTL*) was assigned to cluster 1. As evidenced in Figure 5, almost all DEG of the ontology response to infection were found locally restricted to the infected quarters and only a few were observed also in neighboring quarters. The highly significant enrichment of biologically meaningful terms (e.g. adjusted p-value 1e-38 for 'immunity and defense') is also an important indication for the validity of the presented microarray data.

**Figure 5:**
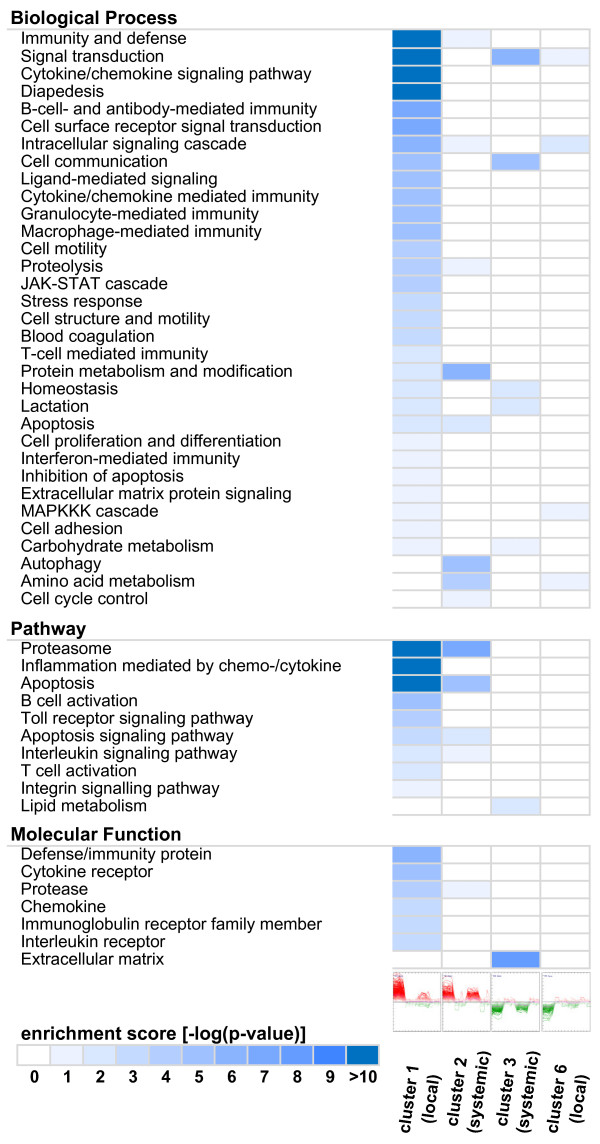
**Gene Ontology and pathway enrichment of clusters**. The genes constituting the clusters in Figure 4 were subjected to enrichment analysis using the Pantherdb gene expression tool and the CoPub keyword enrichment calculator. Biological processes, pathways and molecular functions that were significantly enriched (adjusted p-value < 0.05) in at least one cluster are shown as a heatmap. P-values are color coded ranging from white for non-significant results to blue colors saturating with increasing significance. Rows indicate the enriched terms and columns the p-values of the respective clusters. Clusters 4 and 5 did not yield any significant enrichment and were omitted.

Besides the response to infection TFBS enrichment analysis gave hints towards other processes. Among the genes of cluster 1, ELF5 was predicted as involved transcription factor. ELF5 is related to development of mammary epithelium [19] and milk production [20].

### Characterization of the apparent systemic response 24 h after infection

The transcriptional response in the quarters neighboring the infected ones could in part be characterized as an immune response. Components of the antigen processing and presenting machinery as well as some cytokines are up-regulated. Of note are *CXCL2 *and *CXCL14*, whose products show direct antimicrobial properties against *E. coli *[21] and could probably function as a barrier against invasion of *E. coli *into the neighboring udder quarters. DEG of other important immune-related agents, as for example the CC-type of chemotactic cytokines, were restricted to the infected udder quarter. A number of genes, like *GPX3*, *GLRX2*, *GSTM1*, *GSS*, *MT1A, MT2A *and *SOD2*, indicate the presence of oxidative stress. Differential gene expression related to xenobiotic stress is evident by up-regulation of *ATF5*, which is responsible for the induction of the detoxifying cytochrome CYP2B6 [22], the latter being up-regulated only in the neighboring quarters (cluster 2).

Finally, there are signs of building up a first line of defense, like the up-regulation of genes with antimicrobial functions (*S100A8/9/12*, *GNLY*, *CXCL2*, *CXCL14*) or acute phase genes (*SAA3*) involved in recognition of pathogens (*LBP*) or in the complement cascade (*C6*, *BF*, *C4BPA*, *IF*).

### NFIL3 as a candidate for signal transduction

Among the predicted transcription factors for the DEG, NFIL3 was the most interesting candidate. Its binding motif was enriched in the clusters of both systemically up- and down-regulated DEG (clusters 2 and 3), in line with its function as activator/repressor of inflammatory and apoptotic genes. Furthermore, *NFIL3 *was found in infected quarters as 3.5-fold up-regulated DEG 24 h after infection. Interestingly, up-regulation of *NFIL3 *expression was found as soon as 6 h after infection. 

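NFIL3, a basic leucine zipper transcription factor, had higher signals in infected glands by both of its probe sets. The one of higher signal had a log2 signal of 7.46 ± 0.40 (SD, n = 5) in infected glands and of 6.66 ± 0.13 (SD, n = 5) in controls, which is 1.74-fold (log2 fold change 0.80, 95% confidence interval 0.44 to 1.16). This difference was called by SAM (q = 0.0952) and not by limma (adjusted p = 0.296). The values of 4 of the 5 infected glands exceeded every control (exact permutation test, two-sided, p = 0.0159), the exception being infected replicate 1, and control replicate 3 stood apart from the other controls. The other probe set gave 1.94-fold (SAM q = 0.0696, limma adjusted p = 0.296). Without infected replicate 1 the log2 fold change of the first probe set was 0.96 and limma called it (adjusted p = 0.0712).

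**Figure D3:**
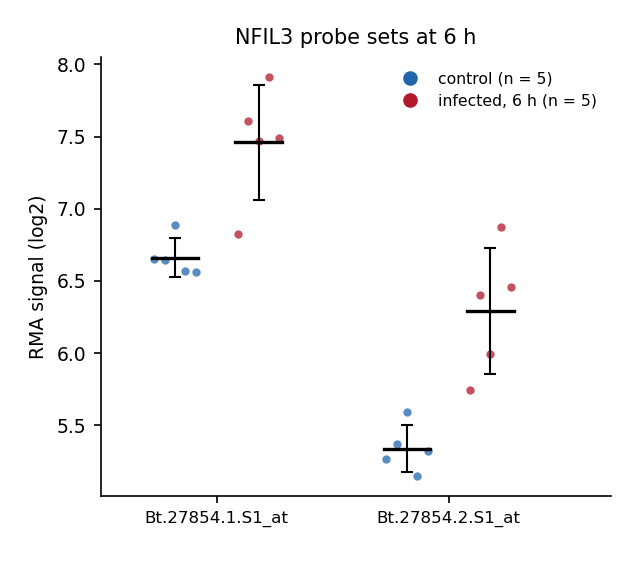
Log2 RMA signal (y axis) of the 2 NFIL3 probe sets (x axis) in controls (blue) and infected glands at 6 h (red). Points are single arrays, bars mean and SD with n = 5 per group. For the probe set of higher signal the infected glands span 6.82 to 7.91 and the controls 6.56 to 6.89.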

Five of the DEG at 6 h belong to the apparently systemically regulated genes at 24 h and only 3 of them were found local in infected udder quarters. Interestingly at 6 h the DEG also comprised a couple of predicted NFIL3 target genes, and TFBS for NFIL3 were significantly enriched. The putative target genes regulated by NFIL3 suggest a systemic up-regulation of genes involved in cell proliferation (e.g. *KLF6*, *FGF2*) as well as apoptosis and a down-regulation of genes related to cell adhesion and extracellular matrix.

### Analyses of mRNA expression by quantitative real-time RT-PCR

In order to verify the results of microarray analyses, we selected 14 genes as representatives of all SOTA-clusters (Figure 4) and used RT-qPCR to quantify their expression in infected udder quarters and in the neighboring saline treated or untreated quarters. The results were referenced against the expression in udder quarters of healthy animals. As summarized in Table 2 (Additional File 3), the values for induction and repression of transcription obtained by microarray analyses were clearly confirmed by quantitative PCR. In general the calculated fold-changes were higher for qPCR. For example, the expression of *SAA3 *was found to be 1825-fold induced in infected udder quarter 24 h after inoculation with *E. coli *1303, whereas microarray hybridization detected a 52-fold induction.

**Table 2:** Validation of microarray results by quantitative real-time RT-PCR (qPCR)

		Mean fold change qPCR				Mean fold change Affymetrix	
			
Gene	SOTA Cluster	i24h	Øn24h	n24h_u	n24h_s	i24h	n24h
SF3A1	-	-	-	-	-	-	-
HP	1	776	3.7*	3.5	4.3	207*	3.6
SAA3	1	1826*	5.3*	5.3	5.7	51.6*	5.4*
PTX3	1	32.7*	1.2	1.4	1.0	19.0*	1.2
S100A8	2	1351*	11.3*	13.9	9.2	165*	11.2*
MT2A	2	921*	63.7*	73.9	51.0	26.0*	58.8*
LBP	2	27.9*	4.0*	3.7	4.6	19.3*	3.8*
AQP3	3	-7.5*	-3.5*	-3.5	-3.5	-3.3*	-3.4*
ALOX15	3	-48.4*	-11.8*	-11.8	-11.8	-26.2*	-12.9*
ACAS2	4	-7.4*	1.2*	1.2	1.2	-2.3*	1.3*
ADHFE1	4	-2.6*	1.3	1.2	1.3	-2.1*	1.3*
PIR	5	-1.1	4.4*	5.3	3.2	-1.1	4.4*
THRSP	5	-3.3	3.8*	3.0	5.1	-1.8	3.6*
HPGD	6	-32.0*	-3.7	-3.5	-4.0	-12.3*	-3.7
LPL	6	-116*	-3.6*	-3.8	-3.2	-23.6*	-3.7

*: p Value < 0.01. Detailed data: see Additional File 3

In order to investigate the influence of the inoculation solution (2 ml of physiological saline), the expression of the selected 14 genes was determined in all sampled udder quarters of infected animals and the values of untreated udder quarters and mock inoculated udder quarters were compared. As shown in Additional File 4, the treatment of the neighboring udder quarters with saline did not provoke a significant difference in expression of these 14 genes.

The results of qPCR allowed an estimation of animal specific variation of gene expression. The ΔCP values summarized in Additional File 5 clearly demonstrate that the transcript levels of some genes like *HP *or *MT2A *differed up to one order of magnitude in infected udder quarters 24 h hours after inoculation with *E. coli *1303, whereas other genes like *PIR *or *LBP *were found to be uniformly expressed among the different animals.

## Discussion

In this work, the transcriptome response of the bovine mammary gland was analyzed after experimental infection with *E. coli *1303. Previous observations in cattle [10,12,23] favor the hypothesis of a systemic defense reaction, which protects unaffected udder quarters. In order to study this phenomenon, we investigated the transcriptome of bovine mammary tissue after infection with *E. coli *1303 in the early stage of infection (6 h) before onset of fever and in the late stage (24 h) after its decline. As described for *E. coli *1303 [17] infection of a single udder quarter induced acute clinical mastitis in all inoculated animals with comparable clinical signs such as strong fever, leukopenia, decreased milk yield and influx of somatic cells into the infected quarter. The somatic cell count (SCC) in mock inoculated as well as untreated udder quarters of the infected animals remained unchanged at all time points.

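At 6 h after infection, 2 groups of genes were called up and 4 down, so that of 28 fixed gene lists 6 were called by camera with a preset correlation between genes of 0.01. Immediate early genes, which are switched on within minutes of a stimulus, were called up (median log2 fold change 0.23, 24 genes measured, adjusted p = 0.000835, and adjusted p = 0.68 with an estimated correlation). No member passed over all genes by limma and 1, ZFP36, by SAM, 6 were higher and none was lower when adjusted over the list alone, and 7 were higher and 1 was lower at an unadjusted p under 0.05. Examples are JUN (0.76), KLF6 (0.97, and up to 1.44 by its other probe sets, with a SAM q of 0.127 for the highest) and FOSB (0.25). Genes of the glucocorticoid response were called up as well (median 0.31, 15 genes, adjusted p = 0.0326; adjusted p = 0.825 with an estimated correlation), with none passing over all genes by limma, 3 higher at an unadjusted p under 0.05, and 2 higher and 13 not passing when adjusted over the list alone; PDK4, a kinase that restrains glucose oxidation, had 1.31 and CEBPD 0.36. Monocyte and macrophage markers were called down (median -0.20, 14 genes, adjusted p = 0.00137; adjusted p = 0.68 with an estimated correlation), all 14 measured values being negative, none passing and 2 lower at an unadjusted p under 0.05, as for LYZ2, a lysozyme (-0.84), and C1QA, a complement component (-0.41, and -0.261 without control replicate 5). Genes of the extracellular matrix and of cell adhesion were called down (median -0.18, 27 genes, adjusted p = 0.00137; adjusted p = 0.825 with an estimated correlation), of which the collagens COL1A1 (-0.49) and COL3A1 (-0.48) and the laminin chain LAMA4 (-0.44) passed when adjusted over the list alone and none over all genes by limma, with 5 lower at an unadjusted p under 0.05. Proliferation genes (median -0.15, 23 genes, adjusted p = 0.029; adjusted p = 0.825 with an estimated correlation) and T and NK cell markers (median -0.04, 19 genes, adjusted p = 0.0432; adjusted p = 0.825 with an estimated correlation) were called down with no member passing. At an unadjusted p under 0.05, 6 were lower in each and 1 was higher among the proliferation genes. UBE2C had -0.45 and BIRC5 -0.45 (-0.299 and -0.269 without control replicate 3), LCK -0.29 and PRF1 -0.22. Genes of milk production did not pass over all genes. Of 10 milk protein genes (adjusted p = 0.876 from camera) 1, MUC1 (-0.17), was lower at an unadjusted p under 0.05. CSN1S1, a casein, had 0.05 (0.033 without control replicate 2). Of 25 genes of milk fat synthesis (adjusted p = 0.251 from camera) 1, INSIG1, a regulator of sterol synthesis, was lower when adjusted over the list alone (-0.78). FASN, the fatty acid synthase, had -0.13 and SCD -0.12. The mean signals of CSN1S1, FASN and SCD lay at percentiles 99.93, 99.77 and 99.95 of all probe sets. Whether signals that high still follow a change was not tested. MUC1, FASN and SCD were lower in all 5 infected glands than in every control (exact permutation test, two-sided, p = 0.00794 each). Their adjusted p from limma were 0.615, 0.685 and 0.701. Of the milk protein genes 4 were positive and 6 negative, and of those of milk fat synthesis 8 and 17. By SAM no member of these lists other than ZFP36 passed in the main setting. KLF6 passed both thresholds in SAM without the lowest 0.5 or 0.25 of the probe sets by mean, without infected replicate 3 and with another seed. PDK4 did so without the lowest 0.5. Among 100 splits of the 10 arrays into 5 and 5, 55 gave as many as 6 called lists or more. Left out, infected replicate 2 ended the call of the glucocorticoid list (adjusted p = 0.17) and that of T and NK cell markers (0.214), infected replicate 5 (0.152), control replicate 3 (0.124) and control replicate 5 (0.103) that of the glucocorticoid list, control replicate 4 that of T and NK cell markers (0.278), and infected replicate 1 (0.125) and control replicate 3 (0.283) that of proliferation. The medians moved too with a single array left out: glucocorticoid response to 0.1165 without control replicate 4, 0.1731 without infected replicate 1 and 0.1958 without infected replicate 5, macrophage markers to -0.1128 without infected replicate 5 and -0.1182 without control replicate 4, and matrix genes to -0.0894 without infected replicate 3. That of proliferation went to -0.0609 without control replicate 3, -0.0905 without infected replicate 4 and -0.0969 without infected replicate 1, and that of T and NK cell markers ranged from -0.1173 without infected replicate 1 to -0.0097 without control replicate 4. With array weights the glucocorticoid list (adjusted p = 0.115) and T and NK cell markers (0.135) were not called. With the mean of all probe sets of a gene T and NK cell markers (0.128) were not, and without the lowest 0.5 of the probe sets by mean proliferation (0.41) was not. Fry in one direction called none of the 6 (0.543 to 0.738). Milk fat synthesis was called down without infected replicate 4 (0.0992) or control replicate 4 (0.0998).

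**Figure D4:**
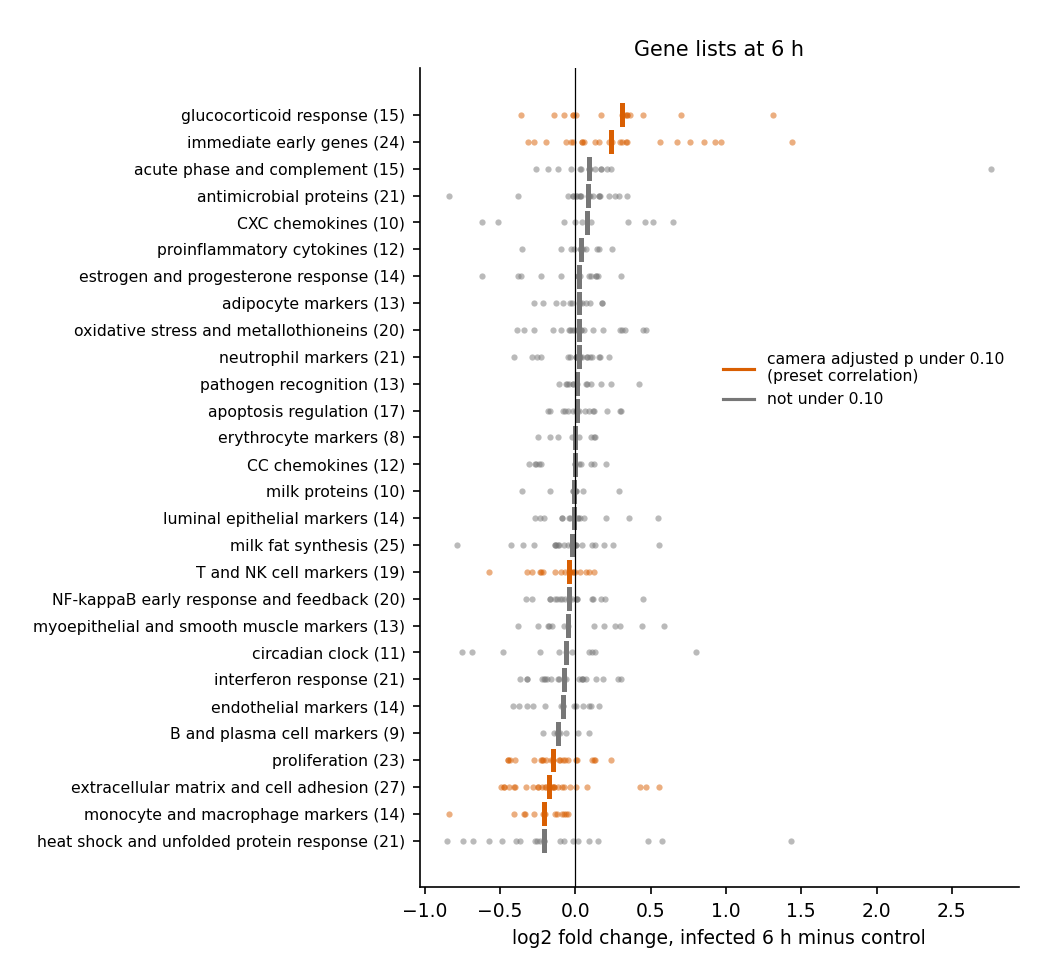
Log2 fold change between infected glands at 6 h and controls (x axis) of the measured genes of each list (y axis, number of genes in parentheses). Points are genes, short bars the median of the list, and orange marks the 6 lists that camera calls with the preset correlation. The medians lie between -0.21 and 0.31.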

At 6 h after infection only 13 DEG were captured solely in infected quarters, indicating subtle effects of either the pathogen or the inoculation solution itself on the mammary gland at this time point. Furthermore we did not observe enhanced expression of proinflammatory cytokines like TNF-alpha. 

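TNF, the gene of TNF-alpha, had nearly equal signals in infected glands at 6 h (log2 signal 4.08 ± 0.18, SD, n = 5) and in controls (3.94 ± 0.13, SD, n = 5). Its log2 fold change was 0.14 (0.087 without infected replicate 4) with a 95% confidence interval from -0.07 to 0.36 (adjusted p = 0.781 from limma; exact permutation test, two-sided, p = 0.206). The mean signal of TNF lies at percentile 30.1 of all probe sets, and whether it is above background was not tested. Of 12 measured genes of proinflammatory cytokines none passed, neither over all genes by limma or SAM nor when adjusted over the list alone, with 1 higher at an unadjusted p under 0.05, and camera did not call the list (median 0.04, adjusted p = 0.585). The median of the list ranged from 0.000885 without infected replicate 3 to 0.0578 without infected replicate 1. IL6 (0.16), whose infected values all exceeded the controls (exact permutation test, two-sided, p = 0.00794, limma adjusted p = 0.622), IL1B (0.04, and -0.01 without control replicate 1 and 0.071 without infected replicate 2) and CXCL8, the chemokine IL8 (0.24), are examples; without infected replicate 2 CXCL8 had 0.054. CXC chemokines, which attract neutrophils, were not called as a list of 10 (median 0.08, and -0.0494 without infected replicate 2, 6 positive and 4 negative, adjusted p = 0.667), with CXCL3 at 0.65 (0.421 without control replicate 4), CXCL2 at 0.52 (0.127 without infected replicate 2) and GRO1 at 0.47 (0.215 without control replicate 4). CXCL12 had -0.52 (-0.261 without infected replicate 3) and CXCL11 -0.62 (-0.347 without control replicate 5). Nor were 12 CC chemokines called (median -0.004, 5 positive and 7 negative, adjusted p = 0.876), CCL20 having 0.20, CCL5 -0.24 (-0.152 without control replicate 4), CCL28 -0.26 (-0.423 without infected replicate 3) and CCL8 -0.23 (-0.106 without control replicate 4). In each of these lists none passed by limma or SAM and 1 was higher at an unadjusted p under 0.05. Early response and feedback genes of NF-kappaB were not called (20 genes, median -0.04, adjusted p = 0.934). Their median ranged from -0.0888 to 0.0029 with a single array left out. NFKBIA, the inhibitor that NF-kappaB induces, had 0.45 and NFKBIZ 0.19 with adjusted p of 0.671 and 0.623 from limma.

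**Figure D5:**
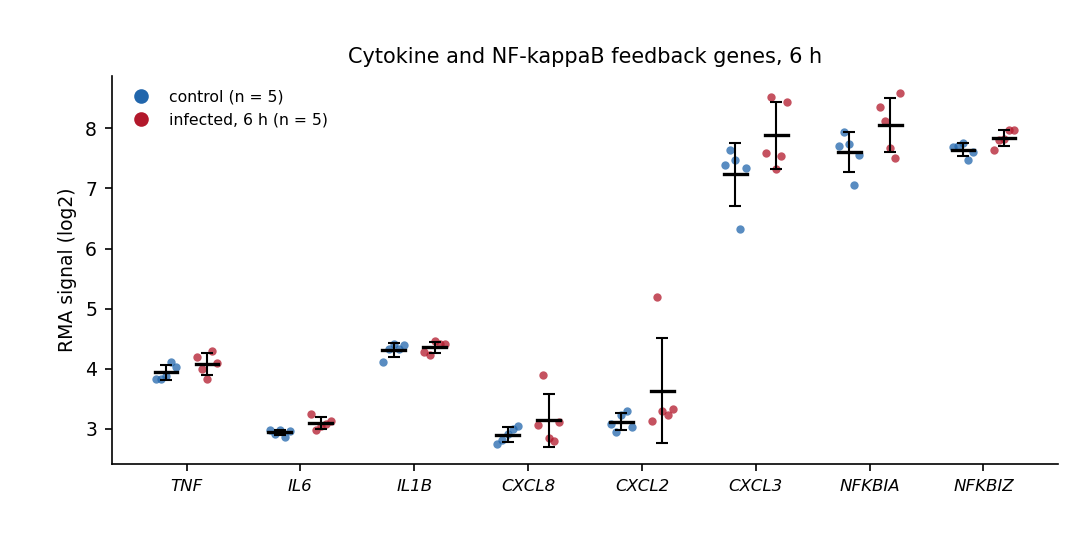
Log2 RMA signal (y axis) of cytokine and NF-kappaB feedback genes in controls (blue) and infected glands at 6 h (red). Points are single arrays, bars mean and SD with n = 5 per group. For TNF the infected glands span 3.83 to 4.30 and the controls 3.83 to 4.12; the point of CXCL2 at 5.19 and that of CXCL8 at 3.90 belong to infected replicate 2.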

The missing induction of proinflammatory molecules in the early phase of infection and the unchanged SCC in mock inoculated udder quarters up to 24 h proves that the inoculation procedure neither provoked inflammation nor an increase of somatic cells in milk.

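Genes of proteins that act in the front line of defense mostly did not pass at 6 h after infection. The acute phase proteins haptoglobin (HP) and SAA3, which rise in blood and milk in mastitis, had log2 fold changes of 0.03 and -0.18, and LBP, which binds lipopolysaccharide, 0.17, with adjusted p from limma of 0.962, 0.949 and 0.943. Their signs turned on single arrays: SAA3 had 0.185 without control replicate 5, 0.0238 without infected replicate 1 and -0.466 without infected replicate 2, LBP -0.151 without control replicate 2 and 0.412 without infected replicate 1, and HP -0.015 and -0.0161 without control replicate 2 or 3. The mean signal of HP lay at percentile 24.1 of all probe sets, and whether it is above background was not tested. Of 15 measured genes of the acute phase and complement list, PTX3 alone passed when adjusted over the list alone and, over all genes, by SAM (q = 0), none passed over all genes by limma, and camera did not call the list (median 0.09, adjusted p = 0.16) except without infected replicate 1 (0.0561) or 4 (0.0932). The median of that list ranged from 0.040 to 0.147 with a single array left out. S100A8, S100A9 and S100A12, calcium binding proteins of neutrophils, had 0.22, 0.16 and 0.10, the last with -0.000965 without control replicate 2 and 0.232 without control replicate 4. Of 21 measured entries of antimicrobial proteins and of 21 of neutrophil markers none passed by limma or SAM (adjusted p = 0.251 and 0.976 from camera). At an unadjusted p under 0.05, 1 was higher and 1 lower, and 2 were lower. Both counts exceed the 19 and 20 genes that these lists hold, and the reason was not examined. The antimicrobial list was called up without infected replicate 2 (0.0679) or control replicate 5 (0.0857). The neutrophil list had a median of 0.02, a mean of -0.01 and a test direction of up. The pathogen receptors TLR2, for bacterial lipoproteins, and TLR4, for lipopolysaccharide, had 0.24 (0.081 without control replicate 2 and 0.092 without infected replicate 2) and -0.11 (0.00186 without infected replicate 3 and -0.232 without infected replicate 2). TICAM2, an adaptor of TLR4, had 0.42, and none of 13 measured genes of pathogen recognition passed by limma or SAM (adjusted p = 0.6 from camera, 1 higher at an unadjusted p under 0.05). Of 21 measured genes of the interferon response 1, USP18, a protease that restrains interferon signaling, was higher when adjusted over the list alone (0.29), the others did not pass, and the list was not called (median -0.07, adjusted p = 0.585). Of 20 genes of oxidative stress and metallothioneins 1, GLRX2, a mitochondrial glutaredoxin, was higher when adjusted over the list alone (0.45), and the list was not called (median 0.02, adjusted p = 0.585). From the missing induction of proinflammatory molecules and the unchanged somatic cell count in mock inoculated glands, the paper concludes that the inoculation procedure provoked neither inflammation nor a rise of somatic cells in milk.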

At 24 h after infection we observed marked changes in gene expression in neighboring quarters. These could be caused by a systemic response to the pathogen or a direct effect of the mock inoculation with 2 ml of PBS. As described by Paape et al. [24] the inoculation of even 100 ml saline solution provoked only a mild increase of SCC. Our procedure based on the application of 2 ml saline did not change the SCC of mock inoculated udder quarters as shown in Figure 2A. Furthermore the analysis of transcript levels of 14 selected genes by qPCR did not show significant differences between untreated and mock inoculated udder quarters (Additional File 4) and proved the existence of a systemic reaction. A detailed look on the setup of the microarray hybridizations (Additional File 1) reveals, that four profiles (n24h-1, 2, 3, 5) are based on pooling of samples from a mock inoculated and an untreated udder quarter, while the profile n24h-4 was obtained from a single untreated quarter. Assuming that the transcriptome changes observed in the neighboring quarters are predominantly caused by the saline treatment, the profile n24h-4 should cluster together with the controls c24h1-5. However, the highly similar expression profiles of the untreated sample n24h-4 and other neighboring samples (Figure 3C) show that the systemic effect of the pathogen by far dominates a possible effect of the saline treatment. The notion that 2 ml PBS has little influence is further substantiated by the assignment of profile n24h-5 to the cluster of the controls. Hence the saline treatment did not markedly alter the transcriptome of the pooled sample n24h-5 compared to the control group. Taken together the above observations strongly suggest that the experimental infection of an udder quarter caused an effect on the neighboring udder quarters, which we believe to be mediated systemically.

By comparison with expression profiles of healthy animals, large numbers of DEG were identified at 24 h in infected and a lesser number in neighboring noninfected quarters. Cluster analysis identified at least two categories of DEG. The first was found in infected quarters and comprised the local response of the infected udder quarter. DEG of the second category were found in inoculated and noninfected udder quarters of infected animals. This presumptive systemic response was discovered by comparison of noninfected neighboring quarters and samples of healthy animals. In contrast, most experimental designs used in mastitis research lack external controls and are thus not able to differentiate between local and systemic responses to the pathogen [12,17,25,26]. A substantial systemic transcriptome response in noninfected neighboring quarters was proposed [27], but the experimental outline precluded further characterization. Recently, systemic effects of microbial induced mastitis have been found in the bovine udder by analysis of composition and viability of somatic cells in milk [23] and in the liver transcriptome of intramammary LPS-challenged cows [16]. Comparison of the latter with our findings by gene set enrichment analyses resulted in a higher coincidence with the systemic response than with the local response of infected udder quarters (data not shown).

Cluster analyses revealed very similar expression profiles of all infected udder quarters and a pronounced response to infection, probably due to the pathogenicity of *E. coli *1303. In contrast, the expression profiles of noninfected udder quarters were more variable and one was rather similar to untreated animals (n24h-5 in Figure 3C). This observation clearly demonstrates that animal specific factors affected the systemic reaction, although the animals included in our study were selected according to strict criteria regarding the udder health.

The DEG were analyzed in the context of biological pathways, gene ontologies and predicted transcription factor binding sites to facilitate a better understanding of the local and the systemic reaction. Generally we found a clear division of biological functions between both types of reactions (Figure 5). DEG of the local reaction are mainly involved in immune response, inflammation, acute phase response and chemokine/cytokine signaling. TFBS analyses based on human orthologs predicted the corresponding transcription factors like NFκB and STAT1. As shown by Zadissa et al. [28], the use of promoter sequences from human genes for the inference of bovine transcriptional regulators is appropriate. The predicted factor ELF5 probably refers to DEG related to the restoration of damaged epithelial tissue, which is also supported by the enrichment of ontology terms like blood coagulation, cell proliferation and differentiation in cluster 1 (Figure 5). The majority of the DEG involved in immune response was assigned to the local reaction and only a few were also found in neighboring noninfected quarters. In this context, a detailed analysis of expression of chemokine genes led to a remarkable result. Enhanced expression of CC-type chemokine genes was exclusively assigned to the local reaction, whereas many CXC chemokine genes were regulated systemically. In contrast to the CC-type, CXC chemokines are known to attract neutrophils. The enhanced systemic expression of genes involved in response to oxidative stress accounts for the influx of active neutrophils in all quarters. This corresponds with the finding, that acute microbial mastitis caused a significant increase of the percentage of neutrophils in neighboring unaffected quarters [23]. The systemic reaction comprises biological processes like antigen processing and presentation, protein degradation, apoptosis, autophagy and genes of cytokines. Compared with the local reaction it includes only parts of an immune reaction and could be considered as well balanced conditioning process facilitating the progression of the immune response. This is for example illustrated by the induction of genes related to apoptosis, which was described to counteract adherence of bacteria in epithelia by exfoliation of the outermost layers [29]. 

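Induction of apoptosis genes is an example the paper gives for a systemic reaction that could be a conditioning process. The paper describes that reaction for 24 h, in infected and neighboring glands. Here only inoculated glands at 6 h were compared with controls, so the values below do not test it. Among regulators of apoptosis no gene passed at 6 h after infection, neither over all genes by limma or SAM nor when adjusted over the list alone, with 1 higher at an unadjusted p under 0.05. Camera did not call the 17 measured genes (median log2 fold change 0.01, adjusted p = 0.585). CFLAR, which blocks death receptor signaling, had 0.30 (limma adjusted p = 0.693; 0.163 without infected replicate 2), MCL1, which protects against mitochondrial apoptosis, 0.21 (adjusted p = 0.784; 0.101 without control replicate 5), and the death receptor gene FAS 0.31 (adjusted p = 0.639; 0.177 without control replicate 4; all 5 infected glands above the mean of the controls). By the NFIL3 probe set of lower signal, infected replicates 1 to 5 had log2 signals of 5.75, 6.40, 6.00, 6.87 and 6.46, and controls 1 to 5 had 5.26, 5.37, 5.59, 5.15 and 5.32. By this probe set NFIL3 passed both thresholds in SAM when infected replicate 1, infected replicate 3 or control replicate 3 was left out.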

The early onset of this defense reaction is indicated by enhanced expression of *NFIL3 *already 6 h after infection. In the late stage of infection, NFIL3 was predicted as regulatory element of many DEG involved in the local as well as the systemic reaction. Thus, the NFIL3 signal might promote a remodeling of the epithelium in both, infected and adjacent udder quarters. Studies in mice suggested that *Nfil3 *is involved in the functional regulation of the mammary epithelium [30]. Altered epithelial cell functions might cause the decrease in milk production observed in our study in all quarters (Figure 2D). Furthermore the ontologies 'lactation' and 'lipid metabolism' were prominent among systemically down-regulated DEG (cluster 3). This correlates with the finding that infection with *E. coli *caused reduction in milk yield in infected as well as in noninfected neighboring udder quarters (Figure 2D). Interestingly, at 24 h after infection we observed enhanced systemic expression of antiapoptotic genes (e.g. *CFLAR*, *MCL1*). This may be part of a counterbalance reaction to normalize the function of the mammary epithelium after the observed decline of fever.

Our results favor the hypothesis that very early after contact with *E. coli *signals are transmitted to the surrounding tissue and to the neighboring quarters. They induce a systemic reaction in all udder quarters that apparently prevents multiplication of the pathogen in neighboring quarters and influences the progression in the infected quarter. It explains, why time-shifted inoculations of different udder quarters with the same (low) pathogen titer caused influx of leukocytes only in the udder quarter first infected [12,17]. Our hypothesis is also in line with the phenomenon of recurrent mastitis in different udder quarters caused by the same environmental strain of *E. coli *[10]. The pathogen may be transferred from the first infected udder quarter to neighboring quarters, but the ongoing systemic reaction inhibits multiplication of the pathogen in the time delayed infected quarters.

By integration of our findings into a consensus scheme of the transcriptional response to infections [31] we could provide a detailed picture of the processes occurring in the bovine mammary gland 24 h after inoculation with *E. coli *1303 (Figure 6) and add a new functional dimension by differentiating locally and systemically regulated genes. The latter group points to altered milk composition and synthesis of protection factors, such as antimicrobials and reactive oxygen species in the late stage of infection. The systemic reaction could effectively prevent growth of *E. coli *and formation of clinical signs in neighboring udder quarters and could thereby moderate neutrophil influx. The significance of our results is evidenced by some recent findings with candidate gene based approaches. We found that *TLR2 *was 6-fold up-regulated 24 h after infection solely in infected quarters and accordingly *TLR4 *2-fold. Enhanced expression of *TLR2 *and *TLR4 *was measured by RT-PCR in the pathogen inoculated udder quarters and furthermore expression of TLR2 was detected by immunohistochemistry in mammary epithelial cells [17]. Milk of infected animals was described to contain elevated levels of the acute phase proteins haptoglobin (HP), serum amyloid A (SAA), lipopolysaccharide binding protein (LBP) [32] and alpha-1-antitrypsin (SERPINA1) [33]. We found *HP *200-fold up-regulated locally in infected quarters, while *SAA3*, *LBP *and *SERPINA1 *showed systemically increased expression in infected (*SAA3*: 60-fold; *LBP*: 20-fold; *SERPINA1*: 10-fold) as well as in neighboring uninfected quarters (*SAA3*: 3-fold; *LBP*: 4-fold; *SERPINA1*: 3-fold). S100 calcium-binding protein A12 (S100A12) which was shown to have a direct antimicrobial effect on *E. coli *[34] was also identified in milk of cows with *E. coli *induced mastitis [33]. In our study *S100A12 *was up-regulated in the infected (110-fold) as well as in the neighboring quarters (4-fold). Previously high levels of interleukin 8 were measured in milk of infected cows [35]. We found 120-fold enhanced expression of *IL8 *in infected udder quarters 24 h after infection and no significant change in neighboring quarters. IL8 was shown to activate and attract neutrophils [36]. The observed enhanced expression of *IL8 *in infected quarters might be involved in the dramatic influx of somatic cells observed in these quarters only (Figure 2A). The increase of SSC was described to correlate with enhanced expression of lingual antimicrobial peptide (LAP) and its expression in epithelium was confirmed by in situ hybridization solely in the infected udder quarter [37]. At 24 h after infection, we found a 20-fold induction of *LAP *solely in infected quarters. These examples demonstrate the correlation of our findings with results of previously published candidate gene based investigations of bovine mastitis.

**Figure 6:**
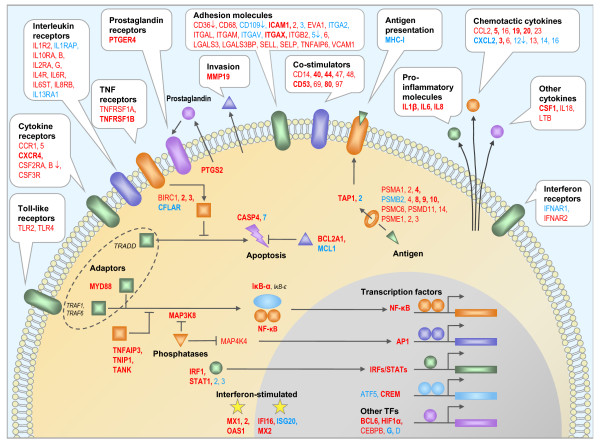
**Local and systemic immune response of the bovine udder 24 h after infection**. A graphical representation of a robust response to infection as detected by a series of microarray experiments was adapted from [31]. Genes that were differentially expressed in the bovine udder upon *E. coli *infection are listed, further differentiating between systemic reactions in blue and local reactions in red. Bold letters indicate accordance with [31]. Genes were up-regulated unless marked with an arrow, indicating that expression is repressed upon infection.

## Conclusion

In summary, this first comprehensive description of complex systemic effects in the mammary gland after local *E. coli *infection introduces a new concept to mastitis research and may yield new targets for prevention and therapy of mastitis. Moreover, the observed variation in the systemic response between individual animals could be the basis for selective breeding towards resistance against *E. coli *induced mastitis.

## Methods

### Animals

This study included 15 healthy German Holstein Frisian heifers in mid lactation (3 to 6 months post partum). The trials were conducted at the Clinic for Ruminants, LMU Munich (Oberschleißheim, Germany) with the approval of the ethics committee of the regional government of Upper Bavaria, Germany (No. 55.2-1-54-2531-108-05). Only animals without previous diagnosis of clinical or subclinical mastitis and a reported somatic cell count <50,000/ml were included in the study. Quarter milk samples were collected and tested weekly before the trial to ensure that they contained <50,000 somatic cells/ml and were free of mastitis pathogens. Two different infection models were used in which the animals were inoculated in one quarter with *E. coli *and killed after 6 h (n = 5) or 24 h (n = 5), respectively. Five heifers served as controls, received no treatment and were killed after 24 h.

### Somatic cell count (SCC) and bacteriological examination

Three weeks before the trial the following parameters were documented twice daily for each animal: milk yield, somatic cell count (SCC, California Mastitis Test, CMT) and rectal body temperature. Quarter milk samples were collected weekly for determination of the SCC and bacteriological examination. The SCC was determined with a Fossomatic 5000^® ^(FOSS Electric, Hillerod, Denmark) cell counter. To check for the absence of bacteria, 15 μl quarter milk samples were plated on Columbia sheep blood agar, Gassner agar and Edwards agar (Oxoid, Wesel, Germany). Samples were incubated for 48 h at 37°C.

### Inoculum dose

Bovine mastitis isolate *E. coli *1303 belongs to the major *E. coli *phylogenetic group A (*E. coli *collection of reference strains, ECOR-A). According to a multiplex PCR-based screening for virulence-associated genes of pathogenic *E. coli*, this strain does not represent an extraintestinal or intestinal pathogenic *E. coli *isolate. Only the genes coding for type 1 fimbriae, F17 fimbriae, antigen 43, the ferric citrate siderophore system and the EAST1 toxin could be detected. Bacteria were kept cryo-conserved (Mikrobank-System Cryobank™, Mast Diagnostika, Reinfeld, Germany) for subsequent infections. Bacteria were plated on Columbia sheep blood agar and incubated (37°C) for 24 h. A few colonies were transferred to a tube of brain-heart infusion broth (Oxoid, Wesel, Germany) and incubated for 6 h (37°C); then a 100-μl sample was transferred to a tube of trypticase soy broth (9.9 ml, Oxoid, Wesel, Germany). Serial dilutions were made after 18 h to prepare the desired inoculum dose of 500 cfu/2 ml 0.9% sterile, pyrogen-free saline. The inoculum dose was plated for control and ranged from 421-613 cfu/2 ml.

### Experimental pathogen inoculation, sampling of milk, blood, and tissue

To achieve comparable hormonal conditions, cows were synchronized by two injections of (+)-cloprostenol (Dalmazin^®^, Selectavet, Weyarn, Germany) at 12-day intervals. Animals were challenged three days after the second injection during estrus. 20 IU oxytocin (Veyx-Pharma, Schwarzenborn, Germany) were applied intravenously and the udder was entirely milked out. Teats were cleaned and disinfected with 70% ethanol and 500 cfu *E. coli *strain 1303 were administered intracisternally in one quarter through the teat canal. Two milliliters of 0.9% sterile pyrogen-free saline without bacteria were inoculated into another quarter as placebo. The control group was treated the same way but without inoculation of an udder quarter.

The udder secretions were sampled in 12 h intervals before regular milking. Bacteriological examination was performed from foremilk samples, the SCC was determined in 10 ml whole milk after each udder quarter had been milked separately with a quarter milker (WestfaliaSurge, Bönen, Germany).

Blood samples (10 ml) were taken from the jugular vein aseptically using EDTA-vacutainers (Becton Dickinson, Heidelberg, Germany) at 0, 3, 6, 12 and 24 h after start of the trial. Finally, cows were killed 6 h or 24 h after trial start with a penetrating captive bolt gun followed by exsanguination. Leukocyte counts in blood samples were carried out with a Sysmex pocH100i (Sysmex, Norderstedt, Germany). Tissue samples were collected aseptically from slaughtered cows within 10 min after killing. A piece of tissue (5 × 5 × 5 cm) was removed from a deeper location of the udder quarter, 7 cm dorsal of the milk cistern, of which a smaller tissue piece (1 × 1 × 0.5 cm) was transferred to a tube containing 5 ml RNAlater^® ^(Applied Biosystems Incorporation, Foster City, USA) and served as original material for all further analyses.

### Microarray hybridization

Total RNA was isolated by disrupting small pieces of approx. 500 mg of bovine mammary gland in 5 ml of TRIzol reagent (Invitrogen, Carlsbad, USA) with a tissue homogenizer (Heidolph, Schwabach, Germany). Homogenate was processed following the TRIzol manufacturer's protocol to yield highly pure total RNA. Purity (A260/A280 >1.9, A260/A230 >2.2) and integrity of RNA (28S:18S rRNA ratio ~1.5:1) was assessed by spectrophotometry (Nanodrop ND-100, NanoDrop Technologies LLC, Wilmington, DE, USA) and agarose gel electrophoresis.

Labeled cRNA probes for array hybridization of the 24 h samples (infected udder quarters, neighboring quarters and controls) were prepared with an Ambion Kit (MessageAmp™ II-Biotin Enhanced Single Round aRNA Amplification Kit). The probes for analyses of the 6 h time point (infected udder quarters and controls) were prepared with an Affymetrix kit (GeneChip^® ^Expression 3' Amplification One-Cycle Target Labeling Kit). RNA samples from noninfected udder quarters of the same animal were pooled when they had comparable somatic cells counts (detailed description of samples: see Additional File 1). The controls were performed as replicates to ensure comparability of the sets.

10 μg of the resulting fragmented cRNA were hybridized overnight to GeneChip^® ^Bovine Genome Arrays (Affymetrix, Santa Clara, CA, USA) processed in an Affymetrix Fluidics Station 450 and scanned with the Affymetrix 3000 7G scanner. Hybridizations were performed in three sets of 10 arrays each: (set 1) 5 infected quarters 24 h after infection and 5 controls; (set 2) 5 samples from neighboring quarters 24 h after infection (see Additional File 1) and 5 controls; (set 3) 5 challenged quarters 6 h after infection and 5 samples from untreated controls. The statistic software R and packages from the bioconductor [38] microarray suite (affy, affyPLM) were used for processing the CEL files and to identify possible outliers due to technical or handling artifacts. The microarray data has been deposited in the Gene Expression Omnibus database (accession GSE15025).

### Statistical analysis and bioinformatics

Microarray raw data were summarized and normalized with the RMA method [39] and filtered for a detection criterion (MAS5 'present'-calls determined by Bioconductor's affy-package in R). DEG were identified by the packages LIMMA [40] and SAM [41]. LIMMA was performed for the analysis of the sample sets 24 h after infection, excluding profiles of animal 5 (samples i24h-5 and n24h-5) as a biological outlier and control animal 3 (sample c_1_24h-3 and c_2_24h-3) as a technical outlier. Due to its higher sensitivity in case of noisy data SAM was used for analysis of the 6 h time point. Cut-off criteria were a higher than 2-fold change and a false discovery rate of <1% for LIMMA and <10% for SAM analysis. The expression values of set 1 and set 2 for 2335 DEG were subjected to cluster analysis using the SOTA module of MeV4.2 [42] with the Pearson correlation as clustering metric and default values except for Winning Cell Migration Weight (0.006). The number of clusters was set to six, based on figure-of-merit calculations. The members of the resulting clusters were subjected to enrichment analyses with different online tools e.g. pantherdb [43] and CoPub [44] for GO terms and pathways and oPOSSUM [45] for TFBS. These analyses were based on human orthologs of the DEG as described by Hintermair [46] and the human genome or the orthologs present on the microarray as the background. Enriched functional annotations and pathways are represented as a heatmap of the Bonferroni-adjusted p-values with a cut-off of 0.05. The human ortholog gene symbols of differentially expressed bovine genes are listed in Additional File 2.

### Real-Time RT-PCR

Quantitative real-time PCR reactions were performed with the same RNA samples as used for microarray hybridization using the LightCycler DNA Master SYBR Green I protocol [47]. The following primers were designed to amplify specific fragments referring to selected differentially expressed genes of each cluster (length of the PCR products in square brackets): cluster 1: *HP *(haptoglobin; for 5'-ACCTGGTATGCGGCCGGGA; rev 5'-TCCGAACCCAGTCCAGAATGGAGG [100 bp]), *SAA3 *(serum amyloid A3; for 5'-ATGACGCTGCCCGAAGGGGA; rev 5'-TGTCAGGCAGGCCAGCAGGT [210 bp]), *PTX3 *(pentraxin 3; for 5'-AAAGGGAGACTGGAGAAGGC; rev 5'-TGGCCAAAATGAAATTAACCA [173 bp]), cluster 2: *S100A8 *(S100 calcium binding protein A8; for 5'-AAAAAGGGAATTACCACGCC; rev 5'-ATCACCAGCACGAGGAACTC [163 bp]), *MT2A *(metallothionein 2A; for 5'-TCTCCGGACCCCAGCCTCCA; rev 5'-GCAGGAGGCGCACTTGCAATC [119 bp]), *LBP *(lipopolysaccharide binding protein; for 5'-CCTTGCCCTCAAACTCTCAG; rev 5'-CTTCCCCCTCCCTCTGTTAC [114 bp]), cluster 3: *AQP3 *(aquaporin 3; for 5'-TCGGTGGAGTTGGGTGGGGG; rev 5'-AGCCCCCTGAATAGAAGAAAGGGC [158 bp]), *ALOX15 *(arachidonate 15-lipoxygenase; for 5'-GGGTGGGATTCACCACGTGTCC; rev 5'-ACTGAGGCCAGATACCTCCAAC [170 bp]), cluster 4: *ACAS2 *(acyl-CoA synthetase short-chain family member 2; for 5'-GGCATGCACTTGCCCCGAGA; rev 5'-ACAGGCACTGCCATCCGGT [122 bp]), *ADHFE1 *(alcohol dehydrogenase iron containing 1; for 5'-AGGGCAGCCTGGACAAACGC; rev 5'-GATCCATGGAGCAAGGGCAGTC [102 bp]), cluster 5: *PIR *(pirin; for 5'-TTGGACCTGATGATGCACAGCAAA; rev 5'-ACGTGGACACTGTCACCTTCTCCC [76 bp]), *THRSP *(thyroid hormone responsive; for 5'-AAGTCAAAAGCATCTGGCATGT; rev 5'-ACTCAGAGTTGAGGACTCGGCTT [134 bp]), cluster 6: *HPGD *(hydroxyprostaglandin dehydrogenase; for 5'-TCTGTCTTCCACTGTAATGCTCAAAGC; rev 5'-AGTGAAGGCCACCAGTACAAAGACT [80 bp]), *LPL *(lipoprotein lipase; for 5'-TGACTTGTTGTTGGCATCCCCC; rev 5'-AAGTCAGAGTTCCCAGGGCCA [129 bp]) and *SF3A1 *(splicing factor 3a, subunit 1; for 5'-ACAAGGGTCCAGTGTCCATC; rev 5'-AGACCAGCACCTGTCCATTC [84 bp])) as housekeeping gene [48]. All amplified PCR fragments were sequenced (3100-Avant Genetic Analyzer; Applied Biosystems) to verify the resulting PCR product. In addition, the specific melting point (MP) of the amplified product carried out within the LightCycler standard PCR protocol confirmed product identity [49]. In each PCR reaction cDNA according to 50 ng total RNA was amplified in a total reaction volume of 20 μl (5 μM primer forward and reverse each, 1x LightCycler DNA Master SYBR Green I; Roche) using the LightCycler480 II instrument (Roche). The annealing temperature was 60°C for all PCRs.

### Data analysis of real-time RT-PCR

The cycle number required to achieve a definite SYBR Green fluorescence signal (= crossing point; CP) was calculated by the second derivative maximum method (LightCycler software, version 1.5.0). The CP is correlated inversely with the logarithm of the initial template concentration. The CP of the housekeeping gene *SF3A1 *showed no significant statistical difference in all analyzed samples. Therefore, it was used to normalize the CP for the target genes (ΔCP). Differences between values obtained for udder quarters of the control group and infected or neighboring quarters were stated by the ΔΔCP as well as the 'mean fold changes qPCR' [50]. The normal distribution was tested by the Kolmogorow-Smirnov method, followed by a Student's *t*-test to confirm significant differences between groups.

## Abbreviations

c: udder quarter of healthy cows; cfu: colony forming units; CP: crossing point; cRNA: complementary ribonucleic acid; DEG: probe sets of differentially expressed genes; *E. coli*: *Escherichia coli*; fdr: false discovery rate; GO: gene ontology; i: udder quarter inoculated with *E. coli*; LIMMA: linear models for microarray analysis; LPS: lipopolysaccharide; MAS: microarray suite; n: udder quarter neighboring to *E. coli-*infected udder quarter; qPCR: quantitative polymerase chain reaction; RMA: robust multi-array analysis; SAM: significance analysis of microarray data; SCC: somatic cell count; SOTA: self organizing tree algorithm; TFBS: transcription factor binding site.

## Authors' contributions

SM carried out the sample preparation, performed microarray analysis and qPCR, participated in bioinformatic analysis and contributed to writing of the manuscript. WP conducted the animal preparations and experimental infections, performed the evaluation of the clinical data and participated in writing the manuscript. SK performed bioinformatic and statistical analysis and contributed to drafting the manuscript. DM assisted in animal preparation and animal experiments. AK performed hybridization of microarrays. EW participated in the design of the study and performed writing and critical reading of the paper. HZ contributed to project conception and coordinated the animal experiments. HB conceived of the study, participated in interpretation of the results and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Setup of microarray hybridizations and qPCR. Click here for file

Additional file 2 **List of differentially expressed genes**. List of differentially expressed genes Description Human ortholog gene symbols of differentially expressed bovine genes were used in the Additional File 2 and are based on unpublished data from Hintermair [46]. Click here for file

Additional file 3 **Detailed data of validation of microarray results by quantitative real-time RT-PCR (qPCR)**. CP, crossing point; ΔCP, CP-CP_SF3A1_; ΔΔCP, ΔCP_control _- ΔCP_treatment_; Øn24h, average of untreated (n24h_u) and saline treated neighboring quarters (n24h_s) of 24 h infected quarters. Click here for file

Additional file 4 **Expression profiles of 14 selected genes measured by real time RT-PCR**. The mRNA expression of *HP*, *SAA3*, *PTX3*, *S100A8*, *MT2A*, *LBP*, *AQP3*, *ALOX15*, *ACAS2*, *ADHFE1*, *PIR*, *THRSP*, *HPGD *and *LPL *were detected using real time RT-PCR (qPCR). The height of the bars indicates the average fold changes for the i24h and n24h group - the latter separated in untreated (n24h_u) and saline treated (n24h_s) -relative to the mean expression of the control. The error bars indicate the standard error of mean. Click here for file

Additional file 5 **Expression values of 14 selected genes in individual udder quarters measured by real time RT-PCR**. The mRNA expression of *HP*, *SAA3*, *PTX3*, *S100A8*, *MT2A*, *LBP*, *AQP3*, *ALOX15*, *ACAS2*, *ADHFE1*, *PIR*, *THRSP*, *HPGD *and *LPL *were detected using real time RT-PCR (qPCR). The samples **i24h-1 **to **5 **were derived from infected udder quarters of five animals 24 h after infection with *E. coli *1303. The five samples subscripted with **n24h1-5 **were isolated from udder quarters neighboring to the infected quarters and were untreated (**u**) or mock inoculated with 2 ml PBS. The samples labeled with **c24h **were taken from two udder quarters of 5 untreated control animals. The listed CP values represent the expression of each mRNA in relation to *SF3A1*. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

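Gene expression was measured with Affymetrix Bovine Genome Arrays in mammary tissue of 5 glands 6 h after inoculation with E. coli and of 5 untreated control cows, 1 array per cow; the 24 h arrays of the paper were not analysed here. The authors deposited log2 signals per probe set that they had made with RMA, according to the submitters' processing notes; the version of the software and the set of arrays that was normalized together are not given in the sources used here. The values run from 2.06 to 14.7. The paper's filter for MAS5 present calls is not part of the deposited values and cannot be repeated from them, so no probe set was removed in the main setting. The replicate numbers shared by the labels of both groups do not mark shared cows. For its comparisons at 24 h the paper left out other hybridizations of control animal 3 as a technical outlier; at 6 h it names no array as left out, and all 10 arrays were kept. No arrays were identical: the mean absolute difference between arrays ranged from 0.173 to 0.280, and at most 0.196% of values coincided. The log2 ratio of 3' to 5' GAPDH signals was 0.69, 0.24, 0.55, 0.50 and 0.46 in infected replicates 1 to 5. In controls 1 to 5 it was 0.71, 0.61, 0.73, 0.76 and 0.60. All infected glands but replicate 1 lay below every control, while for actin and EIF4E the groups overlapped. Whether this difference bears on the results was not tested.

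Of 24128 probe sets the Affymetrix controls were left out. Gene symbols came from the platform annotation, and for 605 probe sets from the copy of Additional File 2, which held 1998 of 2642 rows and was used for names only, not for any overlap or enrichment. Probe sets with several symbols were not named. The 2 groups were compared by limma's lmFit and eBayes (limma 3.58.1 in R 4.3.3) with Benjamini-Hochberg adjustment and by an own implementation of SAM, which chose s0 = 0.0503 and pi0 = 0.905 and estimated false calls from 100 relabellings. DEG were probe sets with an adjusted p or q under 0.10 and more than 2-fold change; 1 of the genes they belong to is counted but not reported here. Single genes were also tested by exact permutation over the 252 relabellings of the arrays, and the separation of profiles over the 126 splits. Pathway and cell type lists were tested by camera with a preset correlation of 0.01, and again with the correlation estimated from the residuals and by fry; none of the 28 lists was called with the estimated correlation (lowest adjusted p 0.68) or by fry in one direction (lowest adjusted p 0.543), and 2 were called by fry in either direction, immediate early genes and the circadian clock. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.

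Conditions, tests, alternatives, the lists and the rule for named genes were written down before the data were examined. Exceptions are those stated below to have been added or chosen after values were seen. The rule names NFIL3 and TNF, up to 10 rising and 10 falling DEG, further genes by the size of the moderated t statistic where fewer pass, up to 4 members of each list with the smallest p, and genes listed from the paper's text and Table 2 for 24 h. The lists are proinflammatory cytokines, CC chemokines, CXC chemokines, NF-kappaB early response and feedback, pathogen recognition, acute phase and complement, antimicrobial proteins, oxidative stress and metallothioneins, interferon response, milk proteins, milk fat synthesis, circadian clock, glucocorticoid response, immediate early genes, heat shock and unfolded protein response, apoptosis regulation, extracellular matrix and cell adhesion, estrogen and progesterone response, proliferation, and markers of neutrophils, monocytes and macrophages, T and NK cells, B and plasma cells, adipocytes, endothelium, myoepithelium and smooth muscle, luminal epithelium and erythrocytes; some share members.

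The alternatives were filters that drop probe sets of low mean, 2 further normalizations, the trend and robust option of eBayes, array weights, the replicate number as a block, other thresholds, SAM settings, other list tests, other distances and the omission of each array in turn; the branch of the tree as a covariate and the fold change of unlogged means were added after seeing the data. The methods were tested on simulated data with 200 changed probe sets of 24016 in the design of 5 arrays against 5: limma recovered 66 of 67 at 2.5-fold (98.5%), all 67 at 4-fold and all 66 at 8-fold with 1 false call, SAM the same numbers with 2 false calls, and a list shifted by 0.5 was called while 0 other lists of 28 were. These numbers hold for the simulated spread and for changes of those sizes. They do not give the share of changes recovered, or of lists falsely called, in the real arrays. There limma did not call PTX3 (6.78-fold), NRG1 (3.53-fold) or TRIB3 (2.70-fold), each with an adjusted p of 0.296. It called 1 probe set, while 40 had more than 2-fold change. Of 100 splits of the real arrays 55 gave 6 called lists or more.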

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

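The heat shock genes HSPH1, BAG3, DNAJB1 and HSPA1A and the chemokine CXCL5 were singled out after their values had been seen, as were the genes of serine synthesis, and the test on stromal lists, that with the first principal component and that of the clock genes by fry without NFIL3 were chosen after the result was seen.

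In groups of 5 arrays a single array stood apart from the others by more than Dixon's limit of 0.71 in 23 of the 184 groups tested; chance alone would give about 9, since it sets apart about 1 in 20, and the genes singled out add to the number. The gap to the nearest array divided by the range is given for each. Infected replicate 2 was high in CXCL2 (gap 0.903, signal 5.19 against at most 3.33 in the other infected glands), CXCL5 (0.762, 5.28 against at most 3.28), CXCL8 (0.722, 3.90 against at most 3.11) and CFLAR (0.923, 7.17 against at most 6.54). Control replicate 1 was high in the heat shock genes HSPH1 (0.837, 11.4 against at most 8.12 in the other controls), BAG3 (0.754, 10.4 against at most 7.65), DNAJB1 (0.842, 8.88 against at most 6.16) and HSPA1A (0.9001, 11.8 against at most 9.18), and low in IL1B (0.731). Control replicate 3 was high in NFIL3 (0.727), UBE2C (0.878) and BIRC5 (0.737), control replicate 4 was low in CXCL3 (0.775) and GRO1 (0.796), control replicate 5 was high in SAA3 (0.735), and control replicate 2 was low in KPNA3 (0.874) and LBP (0.779). Infected replicate 4 was high in SAP130 (0.878) and HSPA5 (0.743), infected replicate 1 was low in FOSB (0.775), infected replicate 5 was high in TICAM2 (0.773) and infected replicate 3 was low in DDIT3 (0.771). Infected replicate 4 was also low in USP18 (0.779).

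Genes and lists that the paper does not discuss for 6 h were called against the control arrays. These are KLF5 (log2 fold change 1.33), NRG1 (1.82) and TRIB3 (1.43), called by SAM, and the lists called by camera with the preset correlation, none of which was called with an estimated correlation (lowest adjusted p 0.68) or by fry in one direction (0.543). The lists are immediate early genes (median log2 fold change 0.23), glucocorticoid response (0.31), monocyte and macrophage markers (-0.20), extracellular matrix and cell adhesion (-0.18), proliferation (-0.15) and T and NK cell markers (-0.040).

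Other splits of the 10 arrays into 5 and 5 were drawn to see how often they give results as large, 100 of all possible ones, the real one included. The limma count of DEG, 1, was reached by 6 splits and the highest other count was 25, so chance cannot be excluded. The SAM count, 6, was reached by 4 splits with 27 as the highest other count, so chance is excluded at 0.05 for that count over the splits drawn, but only just, and the count was 1 without control replicate 4. The 1851 probe sets at an unadjusted p under 0.05 were reached by 11 splits, up to 4217, and the 6 called lists by 55 splits, up to 13, so chance cannot be excluded for either. The splits that call several times the real count keep infected replicates 1 and 3 together with control replicates 4 and 5, the smaller branch of the tree, and 2 more of that kind were not drawn; this points to a structure of the samples that is not the infection.

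For NFIL3 at 6 h the circadian phase or time since estrus, which differs between the groups by design (6 h and 24 h), and a response to glucocorticoids or handling stress are candidate explanations beside the infection. Of 10 other clock genes 3 (RORA -0.69, TEF -0.48 and HLF -0.24) had an unadjusted limma p under 0.05, as many as the 95th percentile of 10000 random lists matched on signal (3; median 1; 6.17% of lists had as many), so the test does not decide. In limma's list test fry, in either direction, p was 0.0107 for these 10 genes (at most 0.06 with an array left out), which favors a change of clock genes, but 6 of 100 splits of the arrays gave as small a p, down to 0.000726, so chance cannot be excluded. The glucocorticoid list was called up (camera adjusted p = 0.0326), but not with an estimated correlation (adjusted p = 0.825), and its call ended without infected replicate 2 (0.17) or 5 (0.152) or control replicate 3 (0.124) or 5 (0.103). For NFIL3 these and the infection cannot be told apart, since every infected gland differs from every control in the inoculation and in the time since estrus.

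PSPH, PSAT1, PCK2 and MTHFD2, enzymes of serine and one-carbon metabolism and of the mitochondrial PEP carboxykinase step, TRIB3 and SLC1A5 had higher means in infected glands (median log2 fold change 1.04), and 4 of these 6 were noticed outside the rule for named genes. A wider response of target genes of ATF4, the transcription factor of the amino acid response, is a hypothesis: of 28 other measured target genes, listed after the values of the 6 genes but before their own were seen, 26 had a positive log2 fold change (median 0.37; camera p = 3.42e-15 with the preset correlation, p = 0.0167 with an estimated correlation), none passed over all genes by limma and 19 rose and 1 fell when adjusted over the list alone. The mean of the list was higher by 0.38 (exact permutation test, two-sided, p = 0.0238, and at most 0.0397 with any array left out), infected replicate 3 (7.76) lay below the highest control (7.90), and 3 of 100 splits of the arrays, the real one included, gave as small a camera p. The structure of the arrays stays open: the branch of the tree as a covariate left the median at 1.04, but it holds as many infected glands as controls and so cannot move it, and the first principal component, tried for that reason, left 0.97 but differs little between the groups. Feeding, time since milking and time since estrus were not tested.

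A candidate explanation of the lower values of matrix, macrophage and T cell genes is less stroma in the infected tissue pieces. This predicts that other stromal lists fall alike. By 95% bootstrap intervals over genes 2 of 4 lay above the matrix list, adipocyte markers (median 0.02, by 0.07 to 0.29) and B and plasma cell markers (-0.11, by 0.00 to 0.18), while endothelial markers (-0.08, by -0.09 to 0.24) and myoepithelial and smooth muscle markers (-0.05, by -0.03 to 0.47) were not set apart from it. B and plasma cell markers did not stay above the matrix list without infected replicate 3 (both medians -0.09) or control replicate 2 (-0.1589 and -0.1551), and genes of a list are not independent, so the test does not decide and less stroma stays open. Adipocyte markers lay above it with any single array left out, by at least 0.092. A change in single cell types stays open too, and the lists were not called beyond what other splits give.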

How the results depend on the processing

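The tree branch as covariate and the fold change of unlogged means were chosen after seeing the data. No named gene and no list reversed its direction past the threshold in any setting, but the 1 probe set that limma called without infected replicate 2 was lower and another than that of KLF5, and SAM, which called 6 higher and 0 lower, called 1 to 3 lower in 6 settings. The DEG count by limma, 1, was 0 after quantile normalization, with array weights, and at an adjusted p under 0.05 or 0.01, 5 with the tree branch as covariate and 6 with SAM in place of limma, and 0 (without control replicate 1, 3, 4 or 5) to 3 (without infected replicate 3; 2 without infected replicate 1) with single arrays left out. The DEG count by SAM, 6, was 11 without the lowest 0.5 of the probe sets by mean, 19 with no fold threshold, 0 with s0 of 0 and 1 by limma, and 1 (without control replicate 4) to 23 (without infected replicate 3; 10 without infected replicate 1, 2 without infected or control replicate 5) with single arrays left out. With the replicate number as a block limma called 0 DEG; the numbers do not pair the cows, since only 1 of 5 same-numbered arrays deviated together by more than 0.1 (r = -0.20, 0.23, -0.07, -0.22 and -0.25) and only that one correlated best with its own number; the block ended the call of KLF5 (adjusted p = 0.345) and no other among 159 gene results and 28 lists. NFIL3 was called without infected replicate 1 (log2 fold change 0.96), the lowest and highest values with an array left out being 0.69 and 0.96, and by SAM q (0.80); its other probe set (0.95) was called by SAM q and with the tree branch as covariate. TNF (log2 fold change 0.09 to 0.20 with an array left out), the proinflammatory cytokines list and the separation of profiles (0.81 to 2.57 with an array left out) stayed on their side of the threshold in every setting run; TNF is among the lowest 0.5 of the probe sets by mean and has no value without them. Of 2967 alternatives for named genes 8 lost and 18 gained a call, and of 614 for lists 24 lost and 11 gained one. Only a result called in the main setting can lose a call. All 8 losses of genes were among the 19 alternatives of KLF5, the only gene that limma called there. The 24 losses of lists were among the alternatives of the 6 called lists. With a single array left out 16 of the 159 gene results, none of them called, changed sign, and 11 of the 28 lists, none of them called, changed the direction of the test. The cause was not tested. The mean signals of IL6 and CXCL8 lie at percentile 10.8 of all probe sets. Those of HP and TNF lie at percentiles 24.1 and 30.1. Signal over background was not measured.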

Differences from the paper's values

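The paper gives 13 DEG for infected glands at 6 h, and SAM at the paper's thresholds gave 6 here, without the filter for present calls. Of the alternatives set before the data were examined, the count came within 1.5-fold of the paper's without the lowest 0.5 of the probe sets by mean (11), without infected replicate 1 (10), without infected replicate 2 (9) and with no fold threshold (19). It did not without the lowest 0.25 of the probe sets (8), the array median subtracted (7), quantile normalization (6), the other arrays left out (1 to 7, and 23 without infected replicate 3), q under 0.05 (4), s0 of 0 (0), pi0 of 1 (6), another seed (8) or limma (1).

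The paper states that NFIL3 was up-regulated at 6 h. Here its direction was up by both probe sets and both had a SAM q under 0.10 (0.0952 and 0.0696), but at 1.74-fold and 1.94-fold neither passed 2-fold and limma called neither. By its probe set of lower signal NFIL3 was among the SAM DEG without infected replicate 1, infected replicate 3 or control replicate 3. The log2 fold change of that probe set was then 1.09, 1.03 and 1.02. That of the probe set of higher signal was 0.96, 0.80 and 0.86, below 2-fold. Limma called the probe set of higher signal without infected replicate 1 (adjusted p = 0.0712). It called the other probe set with the tree branch as covariate (adjusted p = 0.0993). This covariate was chosen after seeing the values and keeps NFIL3, the item the paper names for 6 h. For TNF the paper states no enhanced expression, and none was called here. The paper states that infected and control profiles at 6 h did not separate, and 5 of 10 arrays lay outside their own group's branch here.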

Other observations

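PSPH, PSAT1, PCK2, MTHFD2 and HSP90B1 were chosen after their values had been seen, and the ATF4 targets after those of PSPH, PSAT1, PCK2 and MTHFD2 but before their own; which of the targets are named was chosen after their values had been seen.

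Genes that the paper names for 24 h were mostly small in change at 6 h. Of 46 genes listed from the paper, all measured and all but TNF named there for 24 h, 35 had a positive and 11 a negative log2 fold change, 2 passed SAM's q of 0.10 (NFIL3 and PTX3), none had a limma adjusted p under 0.10 and 9 had an unadjusted p under 0.05. The list does not hold every gene named for 24 h: SDS, added after the values were seen, had 0.35 and did not pass. ALOX15, a lipoxygenase of inflammatory mediators, was lower in all 5 infected glands than in every control (log2 fold change -1.03, standard error 0.23, adjusted p = 0.345 from limma, exact permutation test, two-sided, p = 0.00794) and ATF5 had 0.76, CYP2B6 0.58 and FGF2 -0.03 (0.096 without control replicate 1 and -0.172 without control replicate 3), none passing with all arrays and probe sets; SAM called ALOX15 lower without the lowest 0.5 of the probe sets by mean, with the array median subtracted and without infected replicate 1. Genes of the heat shock and unfolded protein response list went both ways (21 measured, median -0.21, adjusted p = 0.251 from camera; median -0.07 and adjusted p = 0.899 without control replicate 1, and -0.31 and 0.0666, a call, without control replicate 2, the range over all settings being 0.0666 to 0.928): adjusted over the list alone TRIB3, DDIT3, a proapoptotic transcription factor (0.57), and ATF4 (0.48) were higher and HSPA5 (-0.74) and HSP90B1 (-0.49), chaperones of the endoplasmic reticulum, lower, and over all genes none passed by limma and TRIB3 by SAM.

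Of 11 measured clock genes 1 was higher and 3 were lower when adjusted over the list alone, NFIL3 and RORA, TEF and HLF, with a median of -0.06 and a camera adjusted p of 0.585; fry called the list in either direction (adjusted p = 0.00232, NFIL3 included). Over all genes none passed by limma and NFIL3 by SAM's q. Estrogen and progesterone response genes were not called (14 genes, median 0.03, mean -0.05, test direction down, adjusted p = 0.976), with none passing over all genes by limma or SAM, and at an unadjusted p under 0.05 none was higher and 3 were lower, IGFBP5 (-0.62), OXTR (-0.38) and CCND1 (-0.23). Of the remaining cell type lists none was called with all arrays and probe sets: endothelial markers (14 genes, median -0.08, adjusted p = 0.158; called without the lowest 0.25 of the probe sets, 0.076, infected replicate 5, 0.0364, or control replicate 3, 0.0289), where TEK, an angiopoietin receptor, was lower when adjusted over the list alone (-0.42), B and plasma cell markers (9 genes, median -0.11, adjusted p = 0.459; called without control replicate 2, 0.0919), luminal epithelial markers (14 genes, median -0.01, mean 0.02, adjusted p = 0.876), where EHF, an epithelial transcription factor, was higher when adjusted over the list alone (0.55), myoepithelial and smooth muscle markers (13 genes, median -0.05, mean 0.05, test direction down, adjusted p = 0.934), adipocyte markers (13 genes, median 0.02, mean -0.01, test direction down, adjusted p = 0.976) and erythrocyte markers (8 genes, median -8e-05, adjusted p = 0.976).

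Among the ATF4 targets, those with the smallest p were SLC3A2, a subunit of amino acid transporters (log2 fold change 0.83, standard error 0.20), and CEBPG, a partner of ATF4 (0.63, standard error 0.15), with adjusted p of 0.348 and 0.356 from limma. PHGDH, the first enzyme of serine synthesis (0.69), and GARS1, a transfer RNA synthetase (0.91), belong to them too. PSPH had a log2 fold change of 1.92 (standard error 0.57), PSAT1 0.93, PCK2 1.03 and MTHFD2 1.05 (0.653 without infected replicate 2), all with a limma adjusted p above 0.38. Without infected replicate 3 SAM called PSPH, PSAT1, PCK2, GARS1 and SLC3A2 among 23 probe sets; in no other setting run did it call any of them.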
